# Three-way contact analysis characterizes the higher order organization of the *Tcra* locus

**DOI:** 10.1093/nar/gkad641

**Published:** 2023-08-03

**Authors:** Ranran Dai, Yongchang Zhu, Zhaoqiang Li, Litao Qin, Nan Liu, Shixiu Liao, Bingtao Hao

## Abstract

The generation of highly diverse antigen receptors in T and B lymphocytes relies on V(D)J recombination. The enhancer E_α_ has been implicated in regulating the accessibility of V_α_ and J_α_ genes through long-range interactions during rearrangements of the T-cell antigen receptor gene *Tcra*. However, direct evidence for E_α_ physically mediating the interaction of V_α_ and J_α_ genes is still lacking. In this study, we utilized the 3C-HTGTS assay, a chromatin interaction technique based on 3C, to analyze the higher order chromatin structure of the *Tcra* locus. Our analysis revealed the presence of sufficient information in the 3C-HTGTS data to detect multiway contacts. Three-way contact analysis of the *Tcra* locus demonstrated the co-occurrence of the proximal J_α_ genes, V_α_ genes and E_α_ in CD4^+^CD8^+^ double-positive thymocytes. Notably, the INT2–TEAp loop emerged as a prominent structure likely to be responsible for bringing the proximal J_α_ genes and the V_α_ genes into proximity. Moreover, the enhancer E_α_ utilizes this loop to establish physical proximity with the proximal V_α_ gene region. This study provides insights into the higher order chromatin structure of the *Tcra* locus, shedding light on the spatial organization of chromatin and its impact on V(D)J recombination.

## INTRODUCTION

During the development of T and B lymphocytes, a high diversity of antigen receptors is generated through V(D)J recombination, which rearranges variable (V), joining (J) and, in some cases, diversity (D) gene segments in a nearly random fashion (1). Usually, V segments of antigen receptor genes are located far away from D and J segments, necessitating spatial proximity for rearrangement (1). Numerous studies have demonstrated the involvement of chromatin organizers (such as CTCF and cohesin) and *cis*-regulatory elements in antigen receptor loci in regulating the repertoire of immunoglobulins and T-cell receptors (TCRs) (2–11). Recently, it has been proposed that the recombinase RAG scans upstream chromatin, facilitated by cohesin-mediated loop extrusion, which plays a vital role in *Igh* rearrangement (6,10,12). This highlights the crucial role of chromatin organization in the rearrangement of antigen receptor genes.

The recombination of the T-cell receptor α gene (*Tcra*) is a crucial event during T-cell development in the thymus (13). *Tcra* recombination begins with rearrangement of the proximal V_α_ and the proximal J_α_ gene segments, referred to as primary rearrangement. The presence of the *Tcrd* gene and insulators creates a barrier for achieving spatial proximity between the V_α_ and J_α_ gene segments (2,13,14). Chen *et al.* reported that two CTCF-binding sequences called INT1 and INT2 (INTs), located between the V and DJ_δ_ segments, act as insulators. These insulators can reduce the usage of the proximal *Trdv2-2* gene, thereby indirectly affecting *Tcra* rearrangement (2). *Tcrd* rearrangement in the earlier stage can eliminate the sequence between V_δ_ and DJ_δ_, bringing the V_α_ and J_α_ genes into close linear proximity. However, in intact alleles where V_δ_–DJ_δ_ rearrangement does not occur, the barrier to spatial proximity remains. Studies have demonstrated that CTCF and cohesin play a role in regulating *Tcra* rearrangement through long-range interactions (3,15). Within the *Tcra*–*Tcrd* locus, there are multiple CTCF/cohesin-binding elements (CBEs) (16), and several of these elements have been implicated in the regulation of *Tcra* rearrangement and the generation of TCR diversity (2,5).

The enhancer E_α_, located downstream of the *Tcra–Tcrd* locus, plays a crucial role in regulating *Tcra* rearrangement by activating the upstream promoter TEAp of the J_α_ gene array and establishing a recombination center in CD4^+^CD8^+^ double-positive (DP) thymocytes (17,18). E_α_ also regulates chromatin accessibility and germline transcription of the proximal V_α_ genes through long-range interactions (15). We recently reported that the EACBE, a CBE located immediately downstream of E_α_, augments the interactions between E_α_ and the proximal V_α_ genes, thereby promoting the primary rearrangement of *Tcra* (5). An intriguing question arises regarding whether E_α_/EACBE physically mediates the spatial proximity of V_α_ and J_α_ genes. This question encompasses two aspects: first, whether the proximal V_α_ region, the proximal J_α_ genes and E_α_/EACBE can interact simultaneously; second, whether the probability of interactions involving all three sites is higher than the probability of interactions between only two sites, thus exhibiting a synergic pattern. Analyzing the higher order chromatin structure of the locus holds the potential to provide insights into answering this question.

The 3C-HTGTS assay is a technique that combines chromosome conformation capture (3C) and high-throughput genome-wide translocation sequencing (HTGTS) (19–21). This method allows for the generation of high-resolution and reproducible interaction profiles between a specific genomic region of interest and the entire genome. We observed that 3C-HTGTS data contain extensive multiway chromatin interaction information, indicating the suitability of this method for analyzing higher order chromatin structure. We analyzed three-way contacts of the *Tcra* locus using 3C-HTGTS data to gain insights into the higher order chromatin structure of this region in DP thymocytes.

## MATERIALS AND METHODS

### Mice

Wild-type C57BL/6 mice were purchased from Guangdong Medical Animal Experimental Centre, while *Rag1*^−/−^ mice were kindly provided by Professor Wei Yang from the Department of Pathology, Southern Medical University, Guangzhou, China. EACBE^−/−^ mice were generated from strain C57BL/6 by Beijing Vitalstar Biotechnology (5). EACBE^−/−^ mice were bred with *Rag1*^−/−^ mice to generate EACBE^−/−^*Rag1*^−/−^ mice. All mice were housed in a specific pathogen-free facility managed by the Southern Medical University Division of Laboratory animal center. The handling of mice was conducted in accordance with protocols approved by the Southern Medical University Institutional Animal Care and Use Committee.

### Cell collection

To isolate DP thymocytes from *Rag1*^−/−^ mice, the mice were injected intraperitoneally with 150 μg of anti-CD3 antibody (2C11; Biolegend) at 3 weeks of age, and thymi were harvested and ground in MACS buffer 10 days after injection. Thymocytes were filtered through a 40 μm nylon mesh and then pelleted.

### 3C-HTGTS

3C-HTGTS libraries were prepared with DP thymocytes (8,20). In brief, 10 million cells were cross-linked with 1% formaldehyde at room temperature for 10 min and quenched with glycine (final concentration 0.125 M) on ice for 5 min. Cells were lysed and this was followed by adding 200 U of MboI to digest the chromatin overnight at 37°C with gentle shaking. MboI was inactivated by adding 10% sodium dodecylsulfate (SDS) to a final concentration of 1.5% and incubating at 37°C for 30 min. To reduce the SDS concentration, the solution was diluted with T4 ligase buffer containing 1% Triton X-100, followed by incubation at 37°C for 1 h. T4 ligase (New England Biolabs) was added and incubated overnight at 16°C. Cross-linking was reversed and samples were treated with proteinase K and RNase A prior to DNA extraction with 1:1 phenol–chloroform and precipitation with ethanol. 3C libraries were sonicated to 300–500 bp on a Qsonica Bioruptor Sonicator. Sonicated DNA was linearly amplified with a biotinylated primer (Supplementary Table S1) that anneals to sites of interest. Biotin-labeled single-stranded DNA products were enriched with streptavidin C1 beads (65001, Thermo Fisher Scientific), and followed by 3′-end ligation with the bridge adapter. The adapter-ligated products were amplified through nested polymerase chain reaction (PCR) using a nested primer and an adapter-complementary primer (Supplementary Table S1). Details of the primers used in this study are also listed in Supplementary Table S1. A final PCR for another 10–15 cycles of amplification with P5 and P7 primers was performed. After purification, libraries were sequenced on an Illumina NovaSeq 6000 platform to obtain 150 bp paired-end reads.

### 3C-HTGTS data processing for pairwise chromatin interactions

Paired-end Illumina sequencing fastq data were filtered by removing adapters and low-quality reads using fastp (v0.20.0) (22). Trimmed reads again were extracted from the sequence file after quality control with Cutadapt (v1.18). Paired-end reads containing a nested primer or adapter primer were merged manually using restriction enzyme recognition sequences into single reads with Pear (v0.9.6), then the first digested fragment behind the bait was obtained by splitting the single reads into fragments according to restriction enzyme recognition sequences. The remaining single-end reads were aligned to the enzyme-digested mm10 reference genome with Bowtie2 (v2.4.5, parameter: -p 8 –sensitive) (23), and the mouse genome sequence (mm10) was retrieved from the UCSC (http://hgdownload.cse.ucsc.edu/goldenPath/mm10/bigZips/chromFa.tar.gz); we extracted concordantly exact alignments using SAMtools (v1.9) (24). Self-ligation reads and off-target reads were filtered after mapping. For visualization, we converted the final bam files into bedGraph files using Bedtools (v2.29.2) (25). The signal peak bedGraph file was obtained by post-comparison filtering, signal statistics and standardization. We normalized bedGraph files using the CPM (counts per million in *cis*) normalization method and visualized them on the IGV genome browser. Differential pairwise interactions were identified by the R package R.4Cker (v1.0.0, k = 30) with the function nearBaitAnalysis called to define domains of interaction with the bait and DESeq2 (v1.34.0, *P* < 0.05) (26,27). Finally, we organized the results report and visualized it with the Bioconductor package ggplot2 (v3.3.6). The analysis of the correlation for experimental repetition used the R package corrplot (v.0.92).

### 4C data processing for pairwise chromatin interactions

Paired-end reads were obtained through quality filtering and adapter trimming using fastp (v0.20.0). The second restriction enzyme cut in 4C reads was removed. The first MboI fragment after the bait sequence was extracted and mapped to the enzyme-digested mm10 reference genome by Bowtie2 (v2.4.5, parameter: -p 8 –sensitive) in the form of single-end reads, and we extracted concordantly exact alignments using SAMtools (v1.9). We filtered self-ligation reads and off-target reads. For visualization, we converted the final bam files into bedGraph files using Bedtools (v2.29.2). Read numbers were counted and normalized by the CPM normalization method, and then files were visualized on the IGV genome browser. The analysis of the correlation for experimental repetition used the R package corrplot (v.0.92).

### 3C-HTGTS data processing for multiway chromatin interactions

Paired-end Illumina sequencing reads were filtered by removing adapters and low-quality reads using fastp (v0.20.0). Trimmed reads were extracted from the file after quality control with Cutadapt (v1.18). Paired-end reads containing a nested primer or adapter primer were merged at restriction enzyme cut sites into single reads with Pear (v0.9.6), then fragments with multiple MboI-cut sites were split and each fragment was aligned to the enzyme-digested mm10 reference genome by Bowtie2 (v2.4.5, parameter: -p 8 –sensitive). We extracted concordantly exact alignments using SAMtools (v1.9). We converted the final bam files into bed files using Bedtools (v2.29.2). Self-ligation and off-targeted fragments were filtered. Subsequently, we put all fragments retrieved from the same read according to the unique ID of each read on one line, then removed the continuous fragments. To create contact matrices, we extracted the first two digested fragments after the bait fragment, or a variety of combinations of three fragments were obtained by arranging all fragments from the same read. Raw contact matrices were generated at 3, 5 and 10 kb resolutions. For correction of raw contact matrices, these interaction counts were normalized for a total of 1 000 000 interactions at the same resolutions. Similar to a Hi-C matrix, coverage was represented in a two-dimensional matrix where each point represented the number of interactions found between two bins meaning a specific resolution. Visualization of three-way contact matrices was done with the R package GENOVA (v1.0.0) then differential analysis and visualization of local interactions from three-way interactions were obtained using the Bioconductor package DESeq2 (v1.34.0, *P* < 0.001) (28). Loops seen on the IGV genome browser were called using fixed-size bin resolutions from 3 to 10 kb. Briefly, interaction loops (contact frequencies ≥ 20) were identified by using raw contact frequencies. The distribution for the frequencies of unique reads containing the pairwise and multiway chromatin interactions was counted after aligning and filtering, and visualized with the Bioconductor package ggplot2 (v3.3.6).

### 4C data processing for multiway chromatin interactions

First, adapter sequences were trimmed with fastp (v0.20.0). We retained reads that were separated by MboI-cut sites. In other words, only fragments with two or more MboI sites were considered for analysis of multiway interactions. MboI-cut fragments after the bait sequence were split and individually aligned to the enzyme-digested mm10 reference genome by Bowtie2 (v2.4.5, parameter: -p 8 –sensitive). We extracted alignments using SAMtools (v1.9). The final bam files were converted into bed files using Bedtools (v2.29.2). We filtered the self-ligation and off-target fragments after mapping. Subsequently, we put all fragments retrieved from the same read on one line, then removed continuous fragments. To create contact matrices, we extracted the first two fragments after the bait or a variety of combinations of three fragments were obtained by arranging fragments from the same read. Raw contact matrices were generated at 3, 5 and 10 kb resolutions. For raw contact matrices correction, these interaction counts were normalized for a total of 1 000 000 interactions at the same resolutions. Like a Hi-C matrix, coverage was represented in a two-dimensional matrix where each point represented the number of interactions found between two bins meaning a specific resolution. A heatmap of three-way contact matrices was produced with the R package GENOVA (v1.0.0), and the distributions for the frequencies of unique reads containing the pairwise and multiway chromatin interactions were counted after aligning and filtering, and they were visualized with the Bioconductor package ggplot2 (v3.3.6).

### Bait–SOI analysis for three-way interactions for 3C-HTGTS

Similar to the method reported by Vermeulen *et al.* (29), we identified cooperative, random or competitive multiway contacts between the bait and two other sites of interest (SOIs), a SOI and any given third site, by performing an association analysis as follows. Briefly, if the interaction is a cooperative relationship between the bait, the SOI and the given third site, a subset of reads that contain both the bait and the SOI should frequently cover the given third site as well. To determine whether the third partner is cooperative, random or competitive, we compared the frequency of the third partner in the set of reads that contain both the bait and SOI (i.e. the positive set) with the frequency of the third partner in the set of reads that contain bait, but lack the SOI (i.e. the negative set). To account for technical and sampling variation that may occur, we randomly sample many reads from the negative set equal to the number of reads in the positive set, then filter one fragment from each sampled read in the negative set at random that can compensate for the SOI fragment present in all reads in the positive set. We repeated this procedure 1000 times to generate an average negative profile, and the mean and standard deviation (SD) were calculated correspondingly. The positive contact profile is then compared with the negative profile, and a *z*-score that is determined to evaluate the significance of cooperative or competitive contacts between the bait, the SOI and the third partner is calculated. The *z*-score closing to zero indicates a random contact frequency between the SOI and the third partner when bait is present, and a positive or negative *z*-score implies a cooperative or competitive contact between these three genomic regions.

Unique read counts of the third site in bait–SOI co-occurrence and in bait contacts without the SOI were respectively extracted from the positive set and negative set above, and box plots were generated with the Bioconductor package ggplot2 (v3.3.6).

## RESULTS

### 3C-HTGTS data contain sufficient information on multiway interactions

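Thymocytes of *Rag1*-/- mice stop before *Tcrb* rearrangement, and injection of an anti-CD3 antibody drives them to the DP stage without recombining the *Tcra*–*Tcrd* locus. The mice were 3 weeks old and received 150 μg of antibody, and thymi were taken 10 days later. For each library, cells were fixed with 1% formaldehyde and cut with 200 units of MboI, and ligation products that start at a biotinylated bait primer were amplified and sequenced. A read that runs through the bait and at least 2 more MboI fragments reports a three-way contact, and the files give the first 2 fragments after the bait for each read, or the number of reads per pair of 5 kb bins without normalization, or both. For the liver libraries only the numbers per pair of bins were used here, and for the *Trdd2* libraries only the fragments of each read. For the INT2 libraries of DP thymocytes distinct pairs of fragments were not counted, so the reads per distinct pair are not known. The E_α_, TEAp, INT2 and *Trav17*–CBE2 baits were each assayed in 3 libraries of DP thymocytes and 2 libraries of liver cells. The bait primers were located in the mm10 sequence of chromosome 14. The E_α_ primer lies in the MboI fragment from 54225987 to 54227254, the TEAp primer in the fragment from 54152642 to 54153133, the INT2 primer in the fragment from 54065620 to 54066119 and the *Trav17* primer in the fragment from 53804241 to 53805068. All counts given for a region refer to pairs with both fragments between 53740001 and 54300000 of chromosome 14.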

To investigate the chromatin conformation of the *Tcra*–*Tcrd* locus in DP thymocytes, we performed a 3C-HTGTS assay using CD3-induced DP thymocytes of *Rag1*^−/−^ mice, with the baits of E_α_, the TEA promoter (TEAp), INT2 and a CBE upstream of the proximal V_α_ gene *Trav17* (*Trav17*–CBE2). The 3C-HTGTS assay generated higher resolution interaction profiles compared with the 4C data from the same baits (5,30) (Figure 1A; Supplementary Figure S1A). The biological replicates of the 3C-HTGTS profiles showed reproducibility (Figure 1B; Supplementary Figure S1B). The profiles clearly reveal strong interactions of E_α_ with the proximal J_α_ region (from *Traj61* to *Traj56*), as well as substantial interactions with INTs and several CBEs in the proximal V region (Figure 1A). Additionally, INTs and TEAp exhibited strong interactions with each other, and both of them displayed strong interactions with the D_δ_ gene *Trdd2* between them (Supplementary Figure S1A). INT2 and TEAp also have modest interactions with the CBEs in the proximal V region and with the downstream E_α_. These data indicate that the 3C-HTGTS technology provides a high-resolution and reproducible chromatin contact profile of a DNA sequence of interest in the locus.

**Figure 1.**
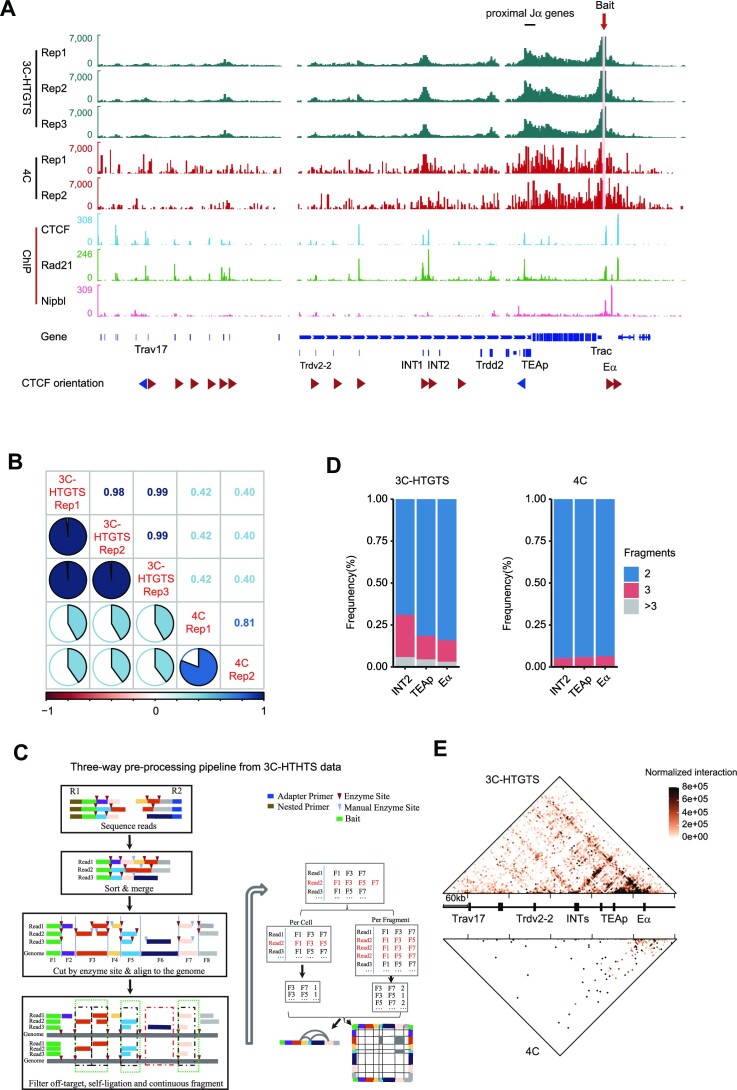
3C-HTGTS assay enables three-way contact analysis on the *Tcra*–*Tcrd* locus. (**A**) The 3C-HTGTS (teal) and 4C (red) tracks display the read density (top). The normalized signals represent pairwise chromatin interactions captured by the E_α_ bait in anti-CD3-induced DP thymocytes of *Rag1*^−/−^ or *Rag2*^−/−^ mice. The red arrow and the pink filled rectangle highlight the bait position. Representative tracks from two or three independent experiments are shown. Normalized CTCF, Rad21 and Nipbl ChIP-seq profiles in DP cells are displayed (below 4C tracks). The orientation of CTCF-binding motifs is indicated by arrowheads (forward orientation in red, reverse orientation in blue) at the bottom. (**B**) Comparison of the correlation of 3C-HTGTS and 4C experimental biological replicates. The data from the E_α_ bait are used here. (**C**) The pipeline for extracting three-way contacts from 3C-HTGTS data. (**D**) Stacked column plots showing the frequencies of reads containing multiway contacts from 3C-HTGTS and 4C data at the *Tcrα*–*Tcrd* locus. (**E**) Heatmap showing the comparison of three-way contacts captured by the E_α_ bait. The 3C-HTGTS data (top) have more three-way contacts than the 4C data (below). The heatmap represents one of three independent experiments. Resolution: 5 kb; coordinates (mm10): chr14:53740000–54300000.

To determine the suitability of the 3C-HTGTS assay for higher order chromatin structure analysis, we followed a pipeline to extract multiway contact information from the 3C-HTGTS data (Figure 1C; Supplementary Figure S1C). On average, 20% of 3C-HTGTS reads contain more than two fragments, whereas this proportion is only ∼7% in the 4C data (Figure 1D; Supplementary Figure S1D). We visualized the higher order structure in a contact matrix incorporating the three-way interactions of the E_α_ bait (Figure 1E; Supplementary Figure S1E). The contact matrix clearly demonstrates interactions of two elements from the E_α_ bait, and these higher order contacts exhibit high similarity across the three biological replicates. These data indicate that 3C-HTGTS can provide high-resolution and reproducible three-way contact profiles for higher order chromatin structures with a bait of interest.

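Over the 6328 pairs of 5 kb bins of the region, the counts of the 3 E_α_ libraries of DP thymocytes correlated with Pearson coefficients from 0.906 to 0.914 and Spearman coefficients from 0.462 to 0.474 between replicates. Bin pairs share fragments and are not independent replicates, so no p is given for these coefficients. The choice that moved the Pearson coefficient most was the scale, with a mean of 0.488 on log2 counts per 1000000. Without the pairs that fall within a single bin the coefficients were 0.769 to 0.817. For the other baits the Pearson coefficients were 0.956 to 0.968 for TEAp, 0.856 to 0.901 for *Trav17*–CBE2 and 0.970 to 0.998 for INT2.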

### Three-way contact analysis exhibited a co-occurrence of the proximal V_α_ genes, the proximal J_α_ genes and E_α_ in DP thymocytes

The *Tcra–Tcrd* locus has a complex organization due to the presence of two TCR genes, *Tcra* and *Tcrd*. The 5′ portion of the locus consists of the V gene region, which encompasses >100 V genes, some of which are shared by *Tcra* and *Tcrd*. Adjacent to the V gene region are the D_δ_, J_δ_ and C_δ_ segments of the *Tcrd* gene, with the enhancer E_δ_ between J_δ_ and C_δ_ (Figure 2A). At the 3′ end of the locus lies the J_α_ array, containing 59 J_α_ genes, along with the C_α_ segment. Further downstream is the enhancer E_α_. Multiple CBEs are present at the *Tcra–Tcrd* locus, particularly in the V_α_ gene region. This includes two CBEs, INT1 and INT2, situated between the V region and the *Tcrd* region, as well as a CBE at the TEA promoter, and the EACBE located downstream of E_α_. *Tcra* utilizes the ability of multiple rounds of rearrangement to generate a functional TCR capable of recognizing the major histocompatibility complex (MHC) (31). A recent work of the Krangel group showed that *Tcrd* rearrangement drives the usage of central and distal V_α_ segments in the *Tcra* primary rearrangement (32). The rearrangement primarily occurs between the proximal V_α_ genes and the proximal J_α_ genes on the *Tcrd*-intact allele. Therefore, this study focused on investigating interactions of the proximal V_α_ segments and the proximal J_α_ genes.

**Figure 2.**
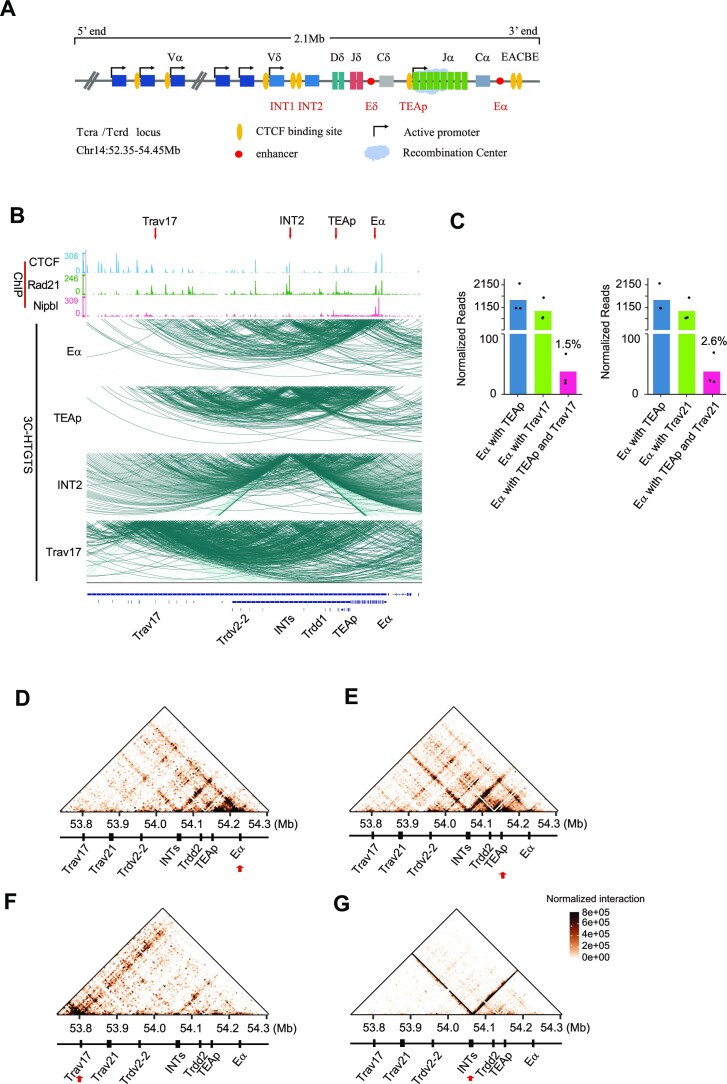
The proximal V_α_ genes, the proximal J_α_ genes and E_α_ form a chromatin hub in DP thymocytes. (**A**) Schematic diagram illustrating the linear structure of the *Tcrα–Tcrd* locus and its *cis*-regulatory elements. E_α_ and E_δ_ are enhancers of the *Tcra* and *Tcrd* genes, respectively. TEAp is the upstream promoter of the J_α_ gene array. EACBE is the CTCF-binding site located immediately downstream of E_α_. (**B**) ChIP-seq profiles of CTCF, Rad21 and Nipbl are depicted on the top. Genome browser tracks below display chromatin interactions of the second–third fragments in the 3′ portion of the *Tcra–Tcrd* locus from the bait of E_α_, TEAp, *Trav17* or INT2. The red arrows highlight the baits on the top. Strong interactions are observed between INTs and E_α_, as well as between the proximal V_α_ and J_α_ genes. Representative tracks for loops are shown from one of three independent experiments. Resolution: 5 kb; coordinates (mm10): chr14:53700000–54300000. (**C**) Comparison of read counts for E_α_–TEAp–*Trav17* (left) or E_α_–TEAp–*Trav21* (right) triplets and the proportions of these triplets relative to all pairwise interactions. Bar graphs represent the average normalized unique read counts in three replicates, with individual data points overlaid as dot plots. (D–G) Heatmaps showing three-way contacts of the 3′ portion of the *Tcra*–*Tcrd* locus from the bait of (**D**) E_α_, (**E**) TEAp, (**F**) *Trav17* or (**G**) INT2. The red arrow highlights the bait position. Each point represents the mean number of normalized unique interactions per restriction fragment in three replicates. Resolution: 5 kb; coordinates (mm10): chr14:53740000–54300000.

To understand the higher order chromatin structure in the 3′ portion of the *Tcra–Tcrd* locus in DP cells, we analyzed three-way contacts from the baits of E_α_, TEAp, INT2 and *Trav17–*CBE2. The 3C-HTGTS data obtained from these four baits contained enough multiway contacts for higher order chromatin structure analysis (Supplementary Figure S2A). 

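In DP thymocytes, the reads with both fragments in the region numbered 17006 to 41921 per library for E_α_, 52253 to 76656 for TEAp, 15802 to 71922 for *Trav17*–CBE2 and 105986 to 256778 for INT2. The liver libraries held fewer, with 406 and 728 reads for E_α_, 818 and 3333 for TEAp, 675 and 1247 for *Trav17*–CBE2, and 12745 and 29910 for INT2. Many reads repeat the same pair of aligned fragments. Such reads may be copies of 1 ligation product or separate products that align alike, and the coordinates do not tell these apart. On chromosome 14, 1 distinct pair was seen in 2.47 to 3.85 reads on average in the E_α_ libraries and in 2.84 to 4.06 in the TEAp libraries. The *Trav17*–CBE2 libraries had 2.42, 2.45 and 10.1 reads per distinct pair, and the deepest of them held 6963 distinct pairs of the region in 71911 reads.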

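Of the region's three-way contacts, 82.4 ± 0.69% (SD, n = 3 libraries) had both fragments between *Trav17* and E_α_ with the E_α_ bait, and 85.6 ± 0.413% (SD, n = 3) with the TEAp bait. As a share of all pairs on chromosome 14 the values were 47.0 ± 1.69% and 59.8 ± 1.08%. With the *Trav17*–CBE2 bait, which lies at the border of this interval, the share within the region was 51.0 ± 1.53% (SD, n = 3).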

In the baits of E_α_ and TEAp, the multiway contacts are primarily observed in the region spanning from *Trav17* to E_α_ (Figure 2B). From the E_α_ bait, strong interactions were observed between TEAp and the proximal V_α_ genes (Figure 2B, C). 

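Contacts between elements were counted over the 5 kb bins that hold them and compared with the mean count of bin pairs at the same distance in the region. With the E_α_ bait, the TEAp bin and the *Trav21* bins had 215 ± 215 reads per 1000000 of the region's three-way contacts (SD, n = 3 libraries), an observed over expected ratio of 2.02 ± 2.04 that ranged from 0 to 4.08 between replicates. The TEAp bin and the *Trav17* bins shared no read in any of the 3 libraries. At 10 kb bins, the alternative that moved these pairs most, the ratios were 6.02 for *Trav21* and 0.709 for *Trav17*, from 0.493 to 0.923 between replicates. The single TEAp bin is close to the limit of what these libraries can count. Counting error alone enters this limit and the floors and intervals given elsewhere.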

To better visualize the multiway interaction pattern, we generated heatmaps. The proximal J_α_ gene region showed significant interactions with INTs in the E_α_ bait (Figure 2D), probably mediated by the chromatin loop between TEAp–CBE and INT2 (Supplementary Figure S1A) (2). 

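The proximal J_α_ region was taken as the bins from 54150001 to 54165000 and the INTs as those from 54055001 to 54070000. In the E_α_ libraries of DP thymocytes, their contacts amounted to 9405 ± 2957 reads per 1000000 (SD, n = 3), 8.78 ± 2.20 times the mean count at the same distance. When the expected count was taken from the product of the totals of the bins instead, the ratio was 1.05 ± 0.25, since the INT and the proximal J_α_ bins each have many reads with this bait.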

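From the E_α_ bait, the proximal J_α_ region and the *Trav21* bins had 2020 ± 744 reads per 1000000 (SD, n = 3 libraries). This was 6.02 ± 1.60 times the mean at the same distance and 0.782 ± 0.258 times the product of the totals of the bins. The ratio to the mean at the same distance was 3.68 ± 1.09 for *Trdv2-2*, 2.34 ± 0.617 for *Trav18*, 2.18 ± 0.57 for *Trav23*, 1.36 ± 0.69 for *Trdv3* and 0.625 ± 0.0989 for *Trav17*. By this ratio *Trav21* was the highest of these 6 genes, and its lowest replicate, 4.32, was below the highest replicate of *Trdv2-2*, 4.89. By the ratio to the product, *Trdv2-2* was higher, at 0.853 ± 0.203, and *Trdv3* was close, at 0.775 ± 0.423.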

The proximal J_α_ region displayed substantial interactions with several CBEs in the proximal V region, particularly with the CBE upstream of the *Trav21* gene (Figure 2D). This result is consistent with the three-way contact heatmap in the TEAp bait, where E_α_ interacts strongly with INTs (Figure 2E). 

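In the TEAp libraries of DP thymocytes, E_α_ and the INTs shared 8890 ± 960 reads per 1000000 of the region's three-way contacts (SD, n = 3). The observed count was 12.4 ± 1.46 times the mean of bin pairs at the same distance and 0.93 ± 0.132 times the count given by the totals of the bins.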

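From the TEAp bait, the contacts of E_α_ with *Trdv2-2* were 3.03 ± 0.69 times the mean at the same distance, those with *Trav21* 5.11 ± 1.94 times and those with *Trav17* 5.76 ± 1.50 times (SD, n = 3 libraries). In reads per 1000000 of the region these were 903 ± 269, 1293 ± 617 and 685 ± 141. Against the product of the totals of the bins, the ratios were 0.732 for *Trdv2-2*, 0.858 for *Trav21* and 1.21 for *Trav17*. With each distinct pair counted once, an alternative chosen after the data were seen, the ratio of *Trav17* at the same distance was 3.24.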

E_α_ also interacted with several V_α_ genes including *Trdv2-2, Trav21* and *Trav17* (Figure 2E). 

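Contacts of the proximal J_α_ region with the proximal V region made up 1.65 ± 0.338% of the E_α_ bait's contacts in DP thymocytes (SD, n = 3 libraries) and 0.0687 ± 0.0971% in liver cells (SD, n = 2), with every DP library above every liver library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 2 allow). Its contacts with the INTs made up 0.941 ± 0.296% in DP thymocytes, and no read was seen in liver cells, where 3 counts would be 0.412% and 0.739% of the 2 libraries. From the TEAp bait, E_α_ with the INTs had 0.889 ± 0.096% in DP thymocytes and 0.045 ± 0.0636% in liver cells, and E_α_ with the proximal V region 1.24 ± 0.163% and 0.137 ± 0.152% (exact two-sided permutation tests, p = 0.1 each). With 10 kb bins, the proximal J_α_ region and the INTs had 0 and 19.2 times the mean at the same distance in liver cells. The mean from the E_α_ bait in DP thymocytes was 8.23 times. For E_α_ with the INTs from TEAp, the ratios were 2.38 and 26.2 in liver cells, and 9.11 on average in DP thymocytes. The liver ratios 19.2 and 26.2 come from libraries of 406 and 818 reads, so this ratio cannot separate the cell types. From the *Trav17* bait, TEAp with the INTs had 0.176 ± 0.176% in DP thymocytes and no read in liver cells (exact two-sided permutation test, p = 0.3, where 0.1 is the smallest possible), so a difference was not detectable at this depth. Tested across 5 kb bin pairs with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1 bin pair was higher and 19 were lower in DP thymocytes than in liver cells at an adjusted p under 0.05 for the E_α_ bait, among 1521 tested. For the TEAp bait 14 were higher and 50 lower of 2678, for *Trav17* 1 and 22 of 1874, and for INT2 86 and 14 of 1506. For E_α_, TEAp and *Trav17* these directions depend on the scaling. TMM normalization gave 63 higher and 5 lower for E_α_, 130 and 6 for TEAp, 34 and 3 for *Trav17*, and 74 and 37 for INT2, while DESeq2 gave 87 and 5, 133 and 2, 21 and 0, and 44 and 44. Without replicate 2 of the DP libraries, 0 bin pairs passed for E_α_, TEAp and INT2 (42, 165 and 173 at an unadjusted p under 0.05), and without replicate 3, 0 passed for *Trav17* (41). The bin pair from 54060001 to 54065000 with 54120001 to 54125000, whose bins hold the center of INT2 and *Trdd2*, had 1220 reads in the DP libraries of the INT2 bait and none in liver cells, at least 33.2-fold higher in DP thymocytes against a floor of 3 counts (adjusted p = 1.94e-07 from edgeR, 3.44e-23 to 0.0662 over the alternatives). From the TEAp bait, the bin pair from 54065001 with 54125001 had 1009 reads in DP thymocytes and none in liver cells, at least 7.14-fold higher (adjusted p = 0.00162 from edgeR, 1.29e-05 to 0.733 over the alternatives).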

The multiway contact pattern was specific to the DP thymocytes, as it was not observed in liver cells (Supplementary Figure S2B, C). Collectively, these findings indicate the co-occurrence of contacts between the proximal V_α_ genes, the proximal J_α_ genes and E_α_ in DP thymocytes.

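A stripe was measured as the contacts with 1 fragment in the anchor's bins divided by the mean of control stripes whose anchor lies 15 to 40 kb away on either side. For the stripe that runs downstream from the *Trav17* bins with the *Trav17* bait, the ratio was 4.72 ± 0.842 (SD, n = 3 libraries), and 3.89 ± 0.676 with control stripes 10 to 25 kb away. In liver cells the ratios were 2.65 and 16.2, from 25 and 27 reads, and 2.38 and 13.5 with the nearer control stripes, so the ratio was not higher in DP thymocytes. The ratio of 16.2 rests on control stripes with a mean of 1.67 reads. As a share of the region's contacts, the stripe had 6.56, 6.83 and 6.95% in DP thymocytes and 2.00 and 4.00% in liver cells, with no test run. The fragment of the *Trav17* bait lies in the anchor's bins, which raises the count of this stripe over the control stripes whatever the structure.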

A notable feature observed in the *Trav17* heatmap is a broad chromatin contact stripe that extends from upstream of *Trav17* to E_α_ (Figure 2F). This stripe may be a result of cohesin extrusion from the CBEs located upstream of *Trav17* (Figure 1A). 

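From the *Trav17* bait, the TEAp bin and the INT bins shared 1756 ± 1761 reads per 1000000 (SD, n = 3 libraries), with 599 in the lowest and 3782 in the highest library. The ratio to the mean at the same distance was 5.82 ± 4.83 and ranged from 2.11 to 11.3. The spread between replicates is close to the mean.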

From the *Trav17* bait, TEAp displays substantial interactions with INTs (Figure 2F), supporting the co-occurrence of contacts between INTs, TEAp and the proximal V_α_ genes. 

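In the TEAp libraries, contacts of the INTs with the proximal V region made up 8.43 ± 0.38% of the region's three-way contacts (SD, n = 3). The upstream stripe from the INTs was 7.74 ± 0.066 times its control stripes, and 9.80 ± 0.704 times with control stripes 10 to 25 kb away. These ratios cover a part of the arm and are not corrected for the total of reads in the INT bins.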

We noticed a stripe extending from INTs to the proximal V region in the TEAp bait (Figure 2E). We then looked at the INT2 heatmap and saw a bidirectional stripe-like pattern of chromatin contacts. Most interactions formed two tight stripes, extending both upstream and downstream from the INTs (Figure 2G). This stripe structure appears to be constitutive, as it is also seen in liver cells (Supplementary Figure S2B). 

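With the INT2 bait, contacts with 1 fragment in the INTs and the other in the rest of the region made up 61.3 ± 4.06% of the three-way contacts (SD, n = 3 libraries), and pairs with both fragments within the INTs a further 27.3 ± 5.18%. The upstream arm had 22.5 ± 2.24% of the contacts and the downstream arm 38.7 ± 1.83%. The bait itself lies in the INT bins, which raises any count with a fragment there. The ratios to the control stripes were 107 ± 12.3 upstream and 111 ± 18.9 downstream. These ratios cover a part of each arm, while the shares cover the whole arm.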

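In liver cells, the part of each arm that was set against control stripes was counted with the INT2 bait. It held 2025 and 918 reads upstream and 7400 and 2917 downstream in the 2 libraries. The shares below refer to the whole arms. The control stripes of the upstream arm averaged 1.08 and 0 reads, and those of the downstream arm 9.42 and 3.42. The ratios to them were 1869 upstream in the library with a control above 0, and 786 and 854 downstream. These were higher than in each DP library, but they rest on control stripes with few reads. The upstream arm made up 14.3 ± 0.219% of the contacts (SD, n = 2), below each of the DP libraries (21.2 to 25.1%), the downstream arm 41.2 ± 3.32%, and pairs within the INTs 42.4 ± 3.56%, with no test run on these 3 shares. The share of contacts between the INTs and the rest of the region was 55.5 ± 3.11% (SD, n = 2), against 3 DP libraries with a mean higher by 5.79 percentage points (exact two-sided permutation test, p = 0.2, where 0.1 is the smallest possible). Without the pairs that fall within a single bin, this difference reversed to -6.77 points.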

We previously reported a chromatin interaction stripe extending downstream from INT2 in a Hi-C heatmap of DP thymocytes (5). The stripe becomes more pronounced in the three-way contacts, and we can observe the stripe extending upstream as well. To confirm the presence of these stripes, we utilized the computational stripe detection tool, Stripenn (33). The statistical significance of the INT2 downstream stripe was detected in all four baits using Stripenn. Similarly, the INT2 upstream stripe was found to be statistically significant in the TEAp and INT2 baits (Supplementary Figure S2D). 

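Stripenn was not used here. Measured against control stripes 15 to 40 kb away, the downstream stripe from the INTs was 5.24 ± 0.307 times its controls with the E_α_ bait, 7.93 ± 0.168 times with TEAp and 5.90 ± 1.04 times with *Trav17*–CBE2 (SD, n = 3 libraries each). The upstream stripe was 5.16 ± 0.84 times its controls with E_α_ and 2.66 ± 0.373 times with *Trav17*–CBE2. All ratios were above 1 in every library of DP thymocytes. The control stripes do not correct for the total of reads in the INT bins. An anchor with many reads gives a ratio above 1 without a stripe, so these ratios alone do not show one. Control stripes 10 to 25 kb away moved the downstream ratio of TEAp most, to 12.2.

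**Figure D1:**
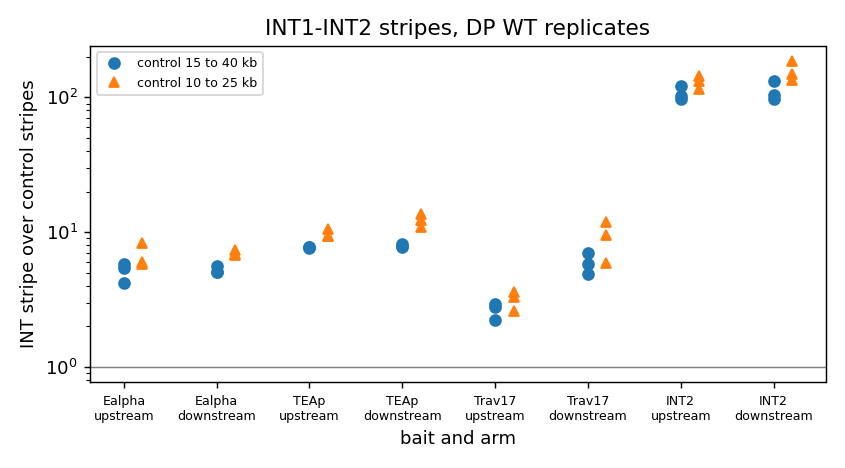
Contacts with 1 fragment in the INT bins over the mean of the control stripes, on a log axis, for each bait and arm. Points are the 3 libraries of DP thymocytes, with circles for control stripes 15 to 40 kb away and triangles for 10 to 25 kb, and every point lies above 1. The ratios are not corrected for the total of reads in the INT bins.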

The result suggests that cohesin extrusion can occur both upstream and downstream from INTs.

### The proximal V_α_ genes are favored in the contacts involving the combination of the proximal J_α_ region and E_α_

The co-occurrence contacts of the proximal V_α_ region, the proximal J_α_ region and E_α_ prompted us to investigate whether E_α_ directly mediates the physical proximity of V_α_ and J_α_ genes. This implies that the interaction of E_α_ with either the J_α_ region or the V_α_ region favors the interaction with the other. Allahyar *et al.* present a method for analyzing specific three-way chromatin conformations that utilizes a second SOI to distinguish favored three-way contacts from random or disfavored contacts (34). To obtain statistically significant competing or cooperating sequences, this method compares the observed three-way co-occurrence frequency of each sequence with a given bait–SOI combination with its co-occurrence frequency in conformations of the bait without SOI in contacts (background) by calculating *z*-scores.

First, we analyzed the co-occurrence frequency of any third sequence across the proximal *Tcra–Tcrd* region when the E_α_ bait interacts with the SOI *Traj61*, which is the first J_α_ gene commonly used in the primary rearrangement. Sequences immediately downstream of the SOI are favored in the three-way contact with the E_α_–*Traj61* combination, while sequences in the distal J_α_ region (except for one fragment) are disfavored (Figure 3A). 

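The reads of the 3 E_α_ libraries of DP thymocytes were pooled, and 1690 reads had 1 fragment in the 4 kb SOI around *Traj61*. The share of these reads with the other fragment at a given site was compared with 1000 random draws of as many reads without the SOI. A z-score of 2 or more was called favored and -2 or less disfavored. The draws, here and below, do not correct for distance, so sites near the SOI can be favored through distance alone. The z-scores of 4 kb windows from 54161041 on were 10.1, 15.3 and 8.20 for the first 3 windows, which end at 54173040. The next windows had z-scores of -1.20, -2.91, -1.52, 0.94, -4.91, -1.07 and -3.48. Reads that are copies of 1 ligation product count as separate reads in these draws, so each distinct pair was also counted once. This can also merge separate products with the same aligned fragments. The distinct pairs with *Traj61* then gave 4.35, 6.08 and 3.85 for the first 3 windows and values from -2.56 to 2.14 for the others.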

The result is related to the role of E_α_ in regulating the TEA promoter through long-distance interactions (3). We observed that INT2 showed a high enrichment in the three-way contacts with the E_α_–*Traj61* combination (Figure 3A). 

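INT2 was the second fragment in 12.7% of the 1690 reads with E_α_ and *Traj61*, against 5.52% of the reads without the SOI, a z-score of 13.1. The 3 libraries alone gave z-scores from 3.36 to 11.3. Of the alternatives, counting each distinct pair once moved this value most, to 7.93. INT1 had a z-score of 1.31, which is not past the threshold with 4 kb windows, and 2.26 with 2 kb windows.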

The CBE in the TEA promoter and the INT2 are convergent, allowing them to form a tight chromatin loop (2), which may explain the strong co-occurrence of E_α_–*Traj61*–INT2. Additionally, several CBEs flanking *Trdv3, Trdv2-2, Trav18* and *Trav17* in the proximal V region are also favored in three-way contacts with the E_α_–*Traj61* combination (Figure 3A). This suggests that E_α_ physically promotes interactions between *Traj61* and the proximal V_α_ genes.

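In the pooled reads with E_α_ and *Traj61*, *Trdv2-2* had a z-score of 11.7 from 56 reads, *Trav18* 6.25 from 49 reads and *Trdv3* 4.50 from 29 reads. Without replicate 1 the value of *Trdv3* was 1.57. These were 7, 10 and 7 distinct pairs, and with each distinct pair counted once the z-scores were 0.88, 1.23 and 0.80. Between single libraries the z-score ranged from -0.79 to 12.0 for *Trdv2-2*, from -0.037 to 6.87 for *Trav18* and from -0.63 to 4.51 for *Trdv3*. No read joined *Traj61* with the 4 kb window of *Trav17*, where the reads without the SOI had 0.243% and 3 counts would be 0.178%. Its z-score was -2.10, and it was -1.69 to -1.60 with each library left out, -1.74 with 2 kb windows and -1.28 for distinct pairs.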

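Over the proximal V region as a whole, 21.9% of the reads with E_α_ and *Traj61* had the other fragment there, against 29.9% of the reads without the SOI, a z-score of -7.13 that lay between -5.35 and -2.86 in the 3 libraries. With both fragments anywhere on chromosome 14 the z-score was -1.65, which is not past the threshold. These are shares of the reads with the SOI, so gains beside *Traj61* lower the share of other sites. In simulated reads with 20 windows made more frequent, 8 unchanged windows were disfavored. A disfavored region, here and below, can come from this alone. Cut into 4 kb tiles, 7 of the 77 tiles of the proximal V region were favored and 28 disfavored. Among distinct pairs, 1 tile was favored and 4 were disfavored. From the favored V_α_ sites, the paper proposes that E_α_ brings *Traj61* and the proximal V_α_ genes together.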

**Figure 3.**
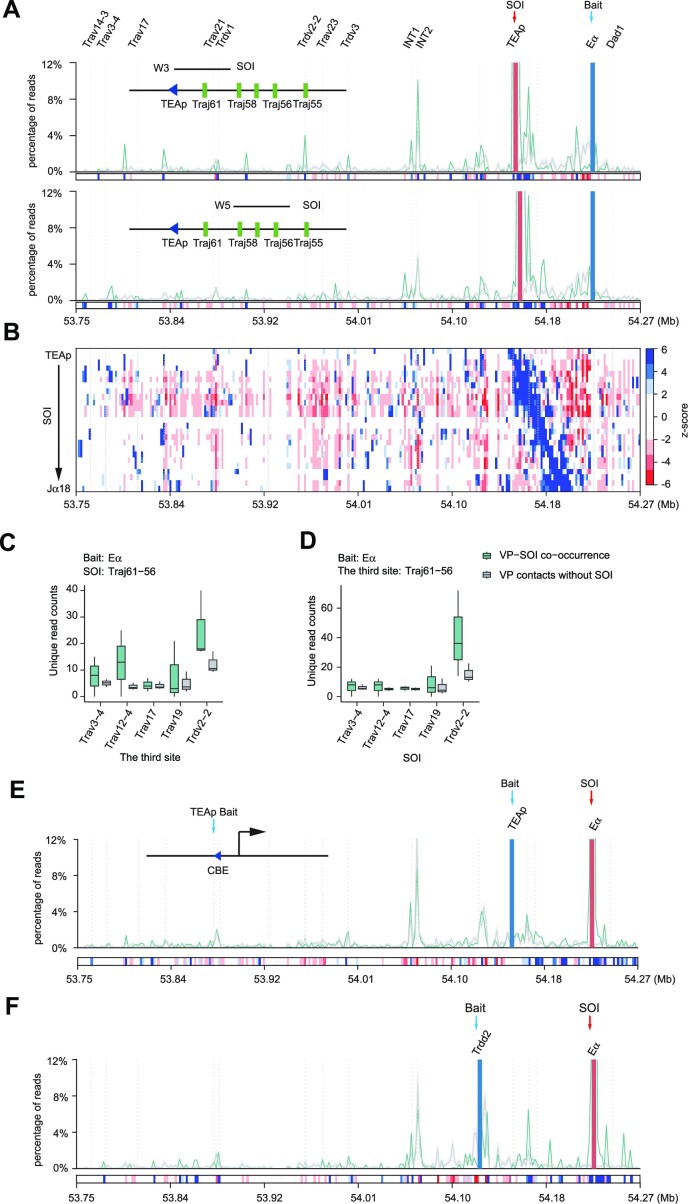
The TEAp–INT2 loop contributes to the three-way contacts of the E_α_, the proximal J_α_ and the proximal V_α_ genes. (**A**) Bait–SOI plot illustrating the co-occurrence contacts of sequences in the 3′ portion of the *Tcra*–*Tcrd* locus in the combination of the E_α_ bait and the SOI of the sequence containing *Traj61* (top) or *Traj56* (bottom). The green line represents the observed co-occurrence frequency of sequences across the locus, while the gray line represents the expected frequency (mean ± SD). The *z*-scores indicating significant enrichment or lacking a given site are shown in the bottom rectangles (dark blue for significant enrichment, dark red for significant absence of a given site). (**B**) Heatmap presenting the *z*-score landscape of sequences in the locus in co-occurrence contacts with SOI sliding windows (4 kb bin and 2 kb step) from TEAp to *Traj18* from the bait of E_α_. Rectangles in the heatmap represent the *z*-score values. (C and D) Box plots displaying the co-occurrence unique read counts in the combination of the E_α_ bait and (**C**) the SOI of the sequence containing *Traj61, Traj58, Traj57* and *Traj56* together, or (**D**) the sequences containing *Trav3-4, Trav12-4, Trav17, Trav19* or *Trdv2-2*, respectively. The third point represents the five V_α_ genes or the proximal J_α_ region. The green box plot represents the enrichment of the given third site in bait–SOI co-occurrence, and the gray box plot represents the enrichment of the given third site in bait contacts without the SOI. The data represent the mean ± SD. (E and F) Bait–SOI plots showing the co-occurrence contacts of sequences in the locus with the combination of the E_α_ SOI and (**E**) the TEAp bait or (**F**) the *Trdd2* bait.

To understand the concurrency landscape of the proximal V_α_ and the proximal J_α_ region, we detected the enrichment of the locus using sliding 4 kb windows of SOIs. We observed that the preferred co-occurrence of the V region decreases rapidly as the sliding window leaves the proximal J_α_ region. Moreover, most sequences in the proximal V region are disfavored in combinations of E_α_ with SOIs downstream of the proximal J_α_ region (Figure 3A, B; Supplementary Figure S3). 

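The SOI was moved in 26 windows of 4 kb in steps of 2 kb from 54149041 to 54203040. With the E_α_ bait, INT2 was favored with the first 4 windows, at z-scores from 4.43 to 12.7, and with each distinct pair counted once it was favored with all 4 as well. For windows 5 to 7 its z-scores were -1.75 to -0.93, and for windows 8 to 26 it was disfavored with 18 of 19, or with 12 of 19 with each distinct pair counted once. The proximal V region as a whole was disfavored with every window, at z-scores from -8.03 to -4.22 for the first 4 windows and from -22.2 to -8.19 for windows 8 to 26. Gains at other sites with the same SOI lower this share, so these z-scores cannot tell a loss at the V region from such gains.

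**Figure D2:**
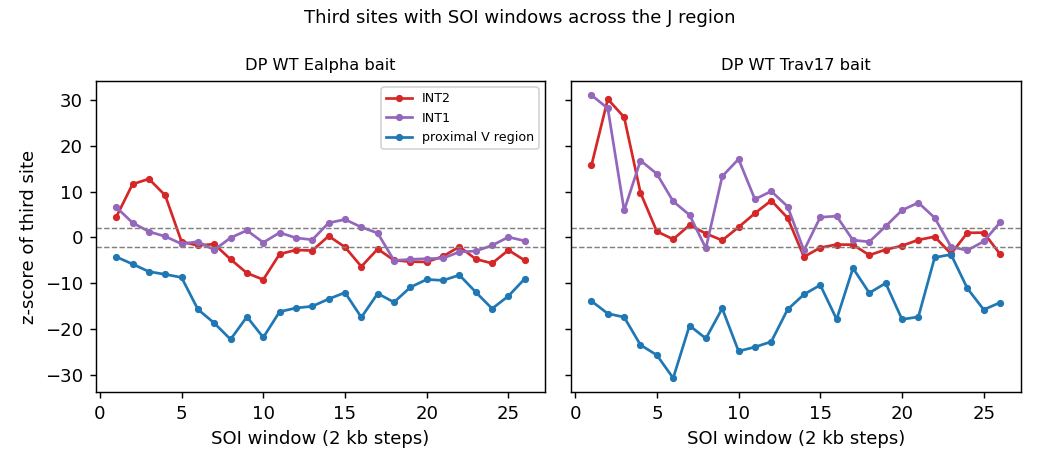
z-scores of INT2, INT1 and the proximal V region as the other site for each of the 26 SOI windows, with the E_α_ bait (left) and the *Trav17* bait (right), in pooled reads of 3 libraries of DP thymocytes. Dashed lines mark 2 and -2, and INT2 is past 2 for windows 1 to 4 with both baits.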

Overall, the J_α_ genes that exhibit concurrency with the combination of E_α_ and the V genes are primarily confined to a small region between TEAp and *Traj56*.

To gain a deeper understanding of three-way contacts involving E_α_, the proximal J_α_ genes and V_α_ genes, we utilized the *Traj61*–*Traj56* region as the SOI to extract the reads of five V_α_ genes as the third site (Figure 3C). 

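With the *Traj61*–*Traj56* region as the SOI, 3393 reads of the 3 E_α_ libraries had a fragment there. *Trdv2-2* was seen in 40, 20 and 12 of them per library (a share of 2.12% against 0.827% without the SOI, z-score 8.21), *Trav12-4* in 8, 0 and 11 (z-score 3.18, and 0.38 with 2 kb windows, 1.96 with 6 kb windows and 0.43 without replicate 3) and *Trav3-4* in 3, 0 and 7 (z-score -0.40). *Trav17* had a z-score of 2.45 from 15 reads and *Trav19* 3.07 from 24 reads, of which 21 came from 1 library. Without replicate 1 the z-score of *Trav19* was -0.74, and with each library left out that of *Trav17* was 1.39 to 2.23. Counting each distinct pair once gave a z-score of 1.13 for *Trdv2-2*, 3.59 for *Trav12-4*, 0.74 for *Trav3-4*, 0.56 for *Trav17* and -0.53 for *Trav19*.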

*Trdv2-2, Trav3-4* and *Trav12-4* exhibit a higher number of reads in the co-occurrence of bait–SOI compared with bait contacts without the SOI. Similar results were seen when using the V genes as the SOI (Figure 3D). 

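With the V gene as the SOI and the *Traj61*–*Traj56* region as the third site, the z-scores of the pooled reads were 7.21 for *Trdv2-2*, 2.46 for *Trav12-4*, 2.17 for *Trav19*, 1.85 for *Trav17* and -0.90 for *Trav3-4*. The value of *Trav12-4* was 1.76 without replicate 1 and -0.0086 without replicate 3, and without replicate 1 that of *Trav19* was -0.95. Among distinct pairs, *Trav12-4* had 3.22 and *Trdv2-2* 0.76.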

Since the bait we used did not reside in the restriction fragment containing E_α_, we designed a new primer in the E_α_ fragment for 3C-HTGTS (Supplementary Figure S4A–E). The 3C-HTGTS results using the E_α_ bait2 showed a high degree of similarity to the previous E_α_ bait. Although the co-occurrence of E_α_, the proximal J_α_ genes and V genes remains consistent, the signal is slightly lower (Supplementary Figure S4C–E). These findings indicate that the co-occurrence of the J_α_ region with the V genes and E_α_ is primarily limited to the proximal J_α_ genes, particularly *Traj61* and *Traj58*, which is consistent with the observation that *Tcra* primary rearrangement initiates at *Traj61* and *Traj58*. 

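The bait2 library, a single sample, had 72123 reads with both fragments in the region. Its 5 kb counts correlated with those of the 3 E_α_ libraries with Pearson coefficients of 0.741, 0.793 and 0.751. INT2 made up 16.9% of the reads with bait2 and *Traj61* (95% Wilson interval 15.3 to 18.6%) against 8.95% without the SOI. With the *Traj61*–*Traj56* region, *Trdv2-2* made up 102 of 4250 reads (1.98 to 2.90%) against 1.63%, *Trav17* 0.776% (0.553 to 1.09%) against 0.304%, *Trav3-4* 0.565% (0.38 to 0.839%) against 0.349%, *Trav12-4* 0.40% (0.25 to 0.64%) against 0.269% and *Trav19* 0.329% (0.196 to 0.552%) against 0.364%. The corresponding z-scores were 3.91, 5.30, 2.36, 1.74 and -0.45. For distinct pairs they lay between -0.49 and 1.46. The z-score of *Trdv2-2* was -0.86 with 2 kb windows.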

(5,14).

The characteristics of the interactions between the proximal J_α_ gene and the V_α_ genes become more evident when the V_α_ genes are used as the SOIs. 

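With the E_α_ bait and a V gene as the SOI, *Traj61* was favored with *Trdv2-2* (z-score 12.5), *Trav18* (10.6) and *Trdv2-1* (3.02), and was not past the threshold with *Trav12-4* (1.31), *Trav3-4* (-0.23), *Trav19* (-0.98) and *Trav17* (-1.96). TEAp as the third site had z-scores of 1.82 with *Trdv2-2*, 7.92 with *Trav18*, 0.75 with *Trdv2-1*, and -1.34 with *Trav17*. Without 1 library the z-score of TEAp with *Trav18* was -0.56, and 4 distinct pairs stood behind it. Without 1 library the z-score of *Traj61* with *Trdv2-1* was -1.69, and 3 distinct pairs stood behind it. Over all 14 V-gene SOIs, *Traj61* was favored with 5 and disfavored with 2, and with each distinct pair counted once it was favored with 2. TEAp was favored with 4 of the 14, which also include *Trdv3* (6.57), *Trdv1* (5.74) and *Trav21* (2.53), and with 0 for distinct pairs. The window of TEAp (54150884 to 54154883) overlaps that of *Traj61* (54153041 to 54157040). The same reads can therefore stand behind both calls.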

A small proximal J_α_ region immediately downstream of TEAp, but not the TEAp itself, is favored in the three-way contacts when SOIs are *Trav3-4, Trav12-4, Trav17, Trav18, Trav19, Trav2-1* or *Trav2-2* (Supplementary Figure S5A, B). We speculated that while the TEAp–INT2 loop can promote interactions between the V_α_ genes and the proximal J_α_ gene, the interaction between TEAp and E_α_ disrupts the loop. To investigate further, we analyzed the co-occurrence frequency of the locus in the TEAp bait, where the bait is in the restriction fragment containing the TEAp–CBE. 

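With the TEAp bait and E_α_ as the SOI, INT2 was the other fragment in 13.3% of 3778 reads, against 13.1% of the reads without the SOI, a z-score of 0.37. The 3 libraries gave z-scores from -5.61 to 7.29, with 1 favored and 1 disfavored. Without replicate 1 the pooled z-score was -4.21, and without replicate 3 it was 5.09. With both fragments anywhere on chromosome 14 it was 2.91. INT1 had a z-score of 12.9, and 3.95 with each distinct pair counted once.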

Our analysis revealed that INT2 is disfavored in the three-way contact with the TEAp–E_α_ (Figure 3E). Additionally, we examined three-way contacts from the *Trdd2* bait, which is located within the TEAp–INT2 loop. The analysis clearly demonstrates that INT2 is disfavored in the co-occurrence of the *Trdd2*–E_α_ combination (Figure 3F). Moreover, the proximal Vα region exhibits weak signals in the combination of E_α_ with TEAp or *Trdd2*. 

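With the *Trdd2* bait and E_α_ as the SOI, INT2 was the other fragment in 14.4% of 2555 reads and in 10.5% of the reads without the SOI, a z-score of 6.30, with 1.37 to 5.48 in the 3 libraries. These libraries had 5.71 to 6.47 reads per distinct pair, and with each of the 416 distinct pairs counted once the z-score was 0.11.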

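The proximal V region as a whole had a z-score of -12.1 with TEAp and E_α_ (22.9% of the reads against 32.3%) and of -6.43 with *Trdd2* and E_α_ (17.6% against 23.0%). For distinct pairs these were -6.59 and -4.62.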

In conclusion, these results indicate that the TEAp–INT2 loop contributes to the three-way contacts of the E_α_, the proximal J_α_ and the proximal V_α_ genes.

### The TEAp–INT2 loop spatially separates the proximal V region from the *Tcrd* region within the loop

The Krangel group previously demonstrated that the TEAp–INT2 loop restricts the interaction of the *Trdv2-2* gene with D_δ_ genes, thereby limiting its rearrangement in the double-negative (DN) stage (2). To determine whether the TEAp–INT2 loop also restricts interactions with the V region in DP cells, we analyzed the enrichment of sites in the contacts of the V_α_–TEAp combination from the TEAp bait. We observed a preferential co-occurrence of multiple sites in the proximal V region in contacts involving the TEAp–*Trav17* combination (Figure 4A). This cooperative relationship in higher order chromatin conformation within the proximal V region is observed across all SOIs of V_α_ genes (Figure 4B; Supplementary Figure S6). However, we observed a rapid shift of the co-occurrence at INT2 (except for *Trav14-3* as the SOI) (Figure 4B). 

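With the TEAp bait, 1193 reads of the 3 libraries of DP thymocytes had a fragment in the *Trav17* SOI. Of the 74 tiles of 4 kb in the proximal V region outside the SOI, 24 were favored and 7 disfavored. Among the 384 distinct pairs, 18 were favored and 1 was disfavored.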

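For the 14 V-gene SOIs together, 344 of 1037 tiles of the proximal V region were favored and 134 disfavored with the TEAp bait, with 11 to 32 favored tiles per SOI. Tiles near an SOI can be favored through distance alone, for which these calls are not corrected. More tiles were favored than disfavored for 13 of the 14 SOIs. Counting each distinct pair once, 216 tiles were favored and 12 disfavored, and favored tiles were more frequent for all 14 SOIs.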

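INT2 was disfavored with 11 of the 14 V-gene SOIs and favored with 2, *Trav19* (z-score 5.01) and *Trav20* (2.15). *Trdv1* had a z-score of -0.22 and *Trav14-3* -2.11. Among distinct pairs, INT2 was disfavored with 5 SOIs and favored with 0. The z-score of *Trav14-3* was then 0.65 and that of *Trav19* 0.92.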

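From the TEAp bait, the interval from INT2 to E_α_ as a whole was disfavored with all 14 V-gene SOIs, at z-scores from -22.0 to -3.40, and with 13 of them when each distinct pair was counted once. Distance from the SOI is not corrected for and can contribute to these calls. With *Trav17* as the SOI, it held 30.5% of the reads against 45.3% without the SOI (z-score -10.4). *Trdd2* was disfavored with 10 of the 14 SOIs and favored with 0, at z-scores from -6.22 to -0.13. E_α_ itself was disfavored with 4 of them, and with 0 when each distinct pair was counted once.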

The disfavored region extends from INT2 to E_α_ (from INT2 to the proximal J_α_ for *Trav17* as the SOI), and there is a strongly disfavored region around *Trdd2* (Figure 4B; Supplementary Figure S6). Both INT1 and INT2 have strong signals but, interestingly, INT1 and INT2 do not behave in the same way: INT1, the left CBE, is favored in some SOI regions while INT2 is disfavored in almost all SOI regions (Figure 4A; Supplementary Figure S6). These results indicate that INT2 forms a strong chromatin loop with TEAp, impeding its interactions with the proximal V region.

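INT1 was favored with 8 of the 14 V-gene SOIs and disfavored with 1 from the TEAp bait, at z-scores from -2.98 to 13.5. With *Trav17* as the SOI, INT1 had a z-score of 4.76, from 0.56 to 5.16 in single libraries, and INT2 -6.31, from -4.79 to -2.63. With each distinct pair counted once these were 0.82 and -1.71, and without replicate 3 INT1 had 1.73. From distinct pairs, INT1 was favored with 3 of the 14 SOIs.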

**Figure 4.**
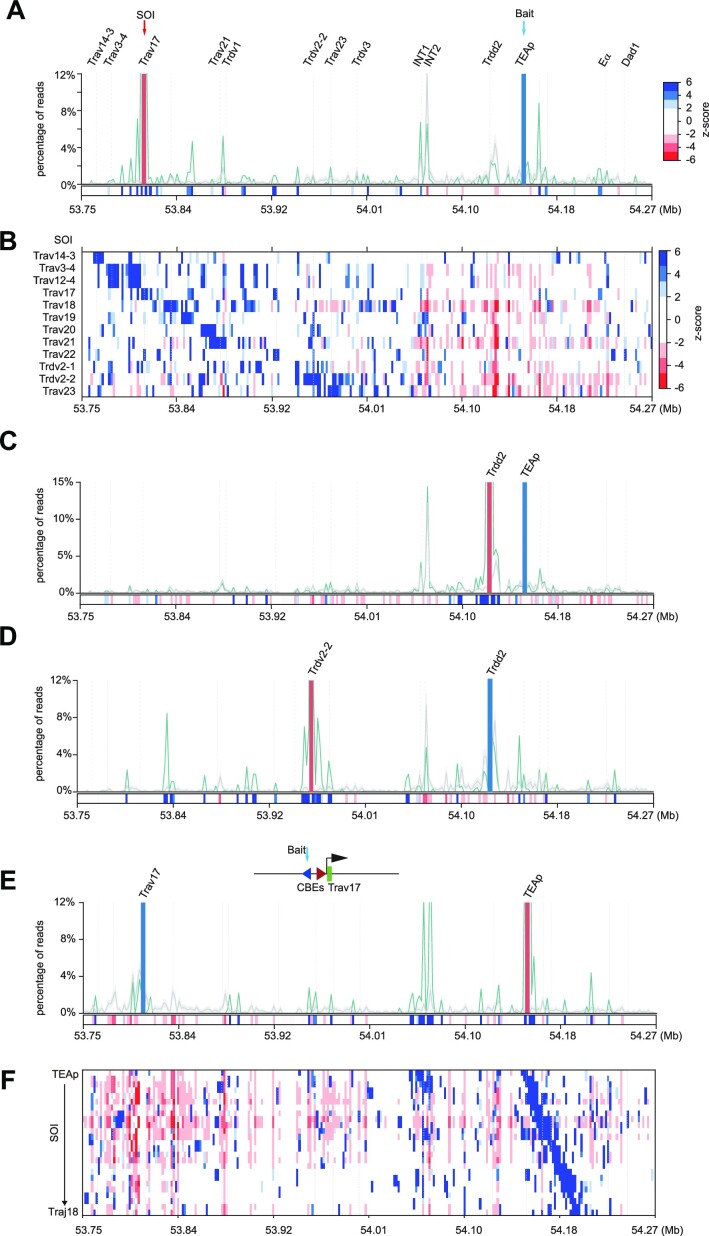
The *Tcrd* region is disfavored in the three-way contacts between the proximal J_α_ genes and the proximal V_α_ region. (**A**) Bait–SOI plot displaying the co-occurrence contacts of sequences in the locus with the combination of the TEAp bait and the *Trav17* SOI. The green line represents the observed co-occurrence frequency of sequences across the locus, while the gray line represents the expected frequency (mean ± SD). The *z*-scores indicating significant enrichment or lack of a given site are shown in the bottom rectangles (dark blue for significant enrichment, dark red for significant absence of a given site). (**B**) Heatmap showing the *z*-score landscape of sequences in the locus in co-occurrence contacts with the combination of the TEAp bait and the SOIs of V genes. Rectangles in the heatmap represent the value of the *z*-score. (C–E) Bait–SOI plots displaying co-occurrence contacts of sequences in the locus with the combinations of (**C**) the TEAp bait and the *Trdd2* SOI, (**D**) the *Trdd2* bait and the *Trdv2-2* SOI or (**E**) the *Trav17* bait and the TEAp SOI. (**F**) Heatmap showing the *z*-score landscape of sequences in the locus in co-occurrence contacts with the combination of the *Trav17* bait and the sliding windows (4 kb bin and 2 kb step) from TEAp to *Traj18*.

Furthermore, the TEAp–INT2 loop also restricts the interaction of sequences within the loop with sequences outside the loop. 

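With the TEAp bait and *Trdd2* as the SOI, INT2 was the other fragment in 14.4% of 10126 reads and in 13.3% of the reads without the SOI, a z-score of 3.41. The 3 libraries gave -2.74 to 8.42, with 1 favored and 1 disfavored. Without replicate 1 the pooled z-score was -1.40. Over the 3298 distinct pairs it was 3.82.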

When *Trdd2* was used as the SOI, it was evident that INT2 had a strong signal and was favored in the bait–SOI contacts (Figure 4C). However, there is no strong signal with the upstream V_α_ genes and downstream J_α_ genes, and lack of synergistic interactions. 

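Of the 76 tiles of 4 kb in the proximal V region, 56 were disfavored and 1 was favored with TEAp and *Trdd2*, and the region as a whole had 16.8% of the reads against 33.3% (z-score -35.1). The *Traj61*–*Traj56* region had a z-score of 2.82, from -1.47 to 5.99 in the 3 libraries. Among distinct pairs, 37 tiles were disfavored and the proximal V region had a z-score of -22.5.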

We also investigated the co-occurrence frequency of sequences within the locus using *Trdd2* as bait and Trdv2-2 as the SOI (Figure 4D). 

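With the *Trdd2* bait and *Trdv2-2* as the SOI, INT2 was the other fragment in 7.47% of 2076 reads and in 10.6% of the reads without the SOI, a z-score of -4.59. The 3 libraries ranged from -6.21 to 3.46, with 2 disfavored and 1 favored, and the pooled value was -1.30 without replicate 1 and -1.68 without replicate 3. Over the 331 distinct pairs it was -0.71. INT1 had a z-score of 10.6, from -2.12 to 14.5 in the 3 libraries with 2 favored and 1 disfavored, 1.65 with 1 library left out, and 3.80 with distinct pairs.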

The results revealed that INT2 was disfavored in contacts with the bait–SOI combination, confirming that INT2 limits the interaction between *Trdd2* and *Trdv2-2*. This findings is consistent with the role of INT2 in *Tcrd* rearrangement in DN thymocytes (2).

We observed a chromatin stripe extending downstream from *Trav17* to E_α_ from the bait of the *Trav17* upstream CBE (*Trav17*–CBE2) (Figure 2F; Supplementary Figure S2D). To investigate this further, we examined the enrichment of sequences in the contacts of the combination of TEAp as the SOI from the *Trav17* bait. 

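With the *Trav17*–CBE2 bait and TEAp as the SOI, INT2 was the other fragment in 162 of 757 reads, 21.4% against 2.99% without the SOI (z-score 28.7), and INT1 in 84 reads, 11.1% against 1.01% (z-score 27.8). The 757 reads were 134 distinct pairs, 17 with INT2 and 3 with INT1. With each distinct pair counted once, the z-scores were 6.62 for INT2 and 1.46 for INT1. Without replicate 3, the library with the most reads per distinct pair, the pooled z-scores were 5.39 for INT2 and -1.31 for INT1.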

The most prominent feature was a strong preferential co-occurrence of two INTs when TEAp was used as the SOI (Figure 4E, F; Supplementary Figure S7). However, as the SOI slid downstream, the signals within INTs decreased and the preferred co-occurrence vanished. 

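For the *Trav17*–CBE2 bait, INT2 was favored with the first 4 SOI windows, at z-scores from 9.71 to 30.1, with 1 of windows 5 to 7 and with 4 of windows 8 to 26. INT1 was favored with the first 4 windows, with all 3 of windows 5 to 7 and with 12 of the 19 later ones. Among these later windows INT2 was disfavored with 6 and INT1 with 4. For distinct pairs, INT2 was favored with 4, 0 and 2 windows of these groups and INT1 with 3, 1 and 6, and INT2 was disfavored with 1 of the later windows and INT1 with 0.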

Interestingly, we noticed that INT2 was disfavored in three-way contacts involving TEAp–*Trav17* as the bait–SOI (Figure 4A), which contradicted the observation from the *Trav17*–CBE2 bait. We hypothesize that this discrepancy may be due to the different orientations of two CBEs upstream of *Trav17*. There are two CBEs upstream of *Trav17*, with the CBE closest to *Trav17* (*Trav17*–CBE1) oriented downstream, the same direction of most CBEs in the V region. On the other hand, *Trav17*–CBE2 is oriented upward, which is unique within the proximal V region. In the TEAp–*Trav17* bait–SOI, the SOI contains the *Trav17* gene body and CBE1 but not CBE2 (Figure 4A), while the bait is located at the DNA fragment containing *Trav17*–CBE2 in the *Trav17*–TEAp bait–SOI (Figure 4E). A recent study proposed a model in which cohesin-dependent loop anchors stack at the loop anchors, forming rosette-like structures (35). The co-occurrence of *Trav17*–INTs–TEAp contacts may reflect the formation of the chromatin hub by these CTCF-binding sites.

### The deletion of EACBE resulted in a reduced co-occurrence of V genes in the Eα–*Traj61* combination

Our previous study showed that EACBE deletion reduced the interaction between E_α_ and proximal V_α_ genes, thus impairing *Tcra* rearrangement (5). To investigate the role of EACBE in the higher order chromatin structures of the *Tcra*–*Tcrd* locus, we performed 3C-HTGTS assays with DP thymocytes of EACBE^−/−^*Rag1*^−/−^ mice. 

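EACBE is the CBE beside E_α_, and its deletion was studied in DP thymocytes made in the same way from EACBE-/-*Rag1*-/- mice, with 3 libraries for each of the E_α_, TEAp and *Trav17*–CBE2 baits. The reads with both fragments in the region numbered 9280 to 16710 per library for E_α_, 32052 to 56636 for TEAp and 12509 to 14264 for *Trav17*–CBE2. On chromosome 14, the E_α_ libraries had 1.69, 1.72 and 3.43 reads per distinct pair. With each bait, the libraries were compared with the 3 WT libraries of the same bait.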

We observed increased interactions of E_α_ with flanking DNA sequences, especially the downstream sequences (Figure 5A, B). Eα exhibited substantial interactions with the region containing *Trav21* and *Trdv1* genes, which was reduced in EACBE^−/−^ mice (Figure 5A, B). The results are consistent with our previous observation using the 4C assay (5). Multiway contacts with the E_α_ bait demonstrated an increase in contacts between EACBE downstream sequences and the upstream region in EACBE-deleted cells, indicating its insulator function (Figure 5C). Furthermore, we observed a global reduction in three-way contacts in the TEAp upstream region in EACBE^–/–^ DP thymocytes, which may be attributed to the reduced interactions of E_α_ with the proximal V region.

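With the E_α_ bait, pairs with 1 fragment downstream of E_α_ (54230001 to 54300000) and the other upstream of it made up 13.7 ± 1.45% of the region's three-way contacts in EACBE-/- cells and 5.98 ± 0.578% in WT cells (SD, n = 3 libraries each). Pairs with both fragments downstream of E_α_ made up 7.45 ± 1.52% and 3.14 ± 0.287%. For both shares the libraries of the genotypes did not overlap (exact two-sided permutation tests, p = 0.1, the smallest p that 3 libraries against 3 allow). Leaving out the pairs within a single bin moved the first difference most, from 7.70 to 12.2 percentage points. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 10 of 1849 bin pairs were higher and 1 was lower in EACBE-/- cells at an adjusted p under 0.05, and 12 were higher and 1 was lower at an unadjusted p under 0.001. TMM normalization gave 6 higher and 0 lower, DESeq2 19 and 1, and leaving out each library gave 2 to 8 bin pairs in all, with 2 without WT replicate 1 and 2 without EACBE-/- replicate 3. In 8 of the 10 higher bin pairs a fragment lay in the bin from 54235001 to 54240000, which holds the 3′ part of *Dad1*. This bin was singled out after its values were seen. The bin pairs with the largest changes included the bin from 54175001 to 54180000 with this bin, at 2077 ± 1247 reads per 1000000 in EACBE-/- cells and 116 ± 157 in WT cells (log2 fold change 4.29, standard error 0.96, adjusted p = 0.00502 from edgeR, 5.13e-06 to 0.331 over the alternatives). The bin from 54150001 to 54155000, which holds TEAp, had a log2 fold change of 4.50 with it (standard error 1.2, adjusted p = 0.0341 from edgeR, 0.00346 to 0.379 over the alternatives). The bin from 54225001 to 54230000 with the bin from 54250001 to 54255000 had 101 reads in WT cells and none in EACBE-/- cells, at least 15.3-fold lower against a floor of 3 counts (adjusted p = 0.0462 from edgeR, 0.0272 to 0.417 over the alternatives). In WT cells this was 974 ± 977.5 reads per 1000000 (SD, n = 3 libraries). The spread is as large as the mean, so the fold bound depends on uneven WT libraries. With each distinct pair counted once, an alternative chosen after the data were seen, the adjusted p from edgeR was 0.138. The paper reasons from the gain of contacts across EACBE that it acts as an insulator.

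**Figure D3:**
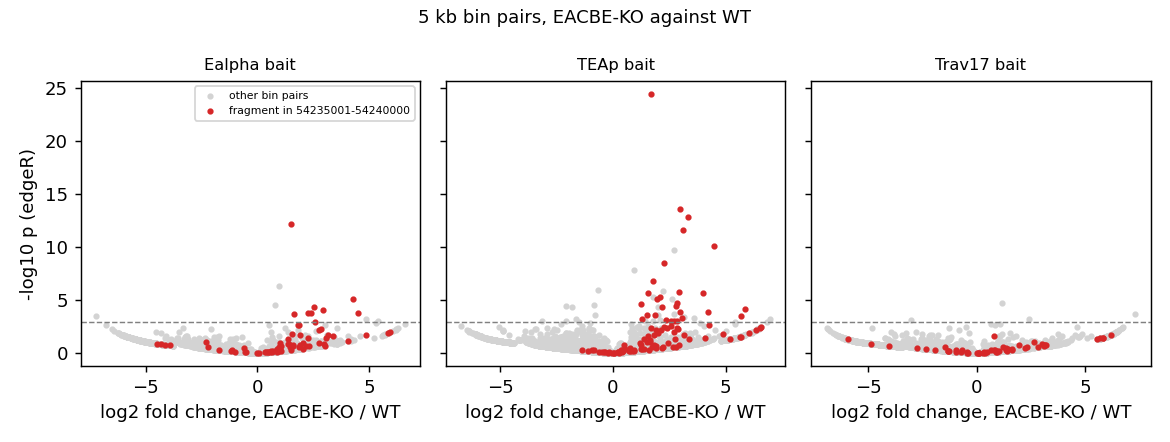
log2 fold change of EACBE-/- over WT and -log10 of the unadjusted p from edgeR for every tested 5 kb bin pair, by bait. Red points have a fragment in the bin from 54235001 to 54240000, and they make up 8 of the 10 higher calls with E_α_ and 24 of the 34 with TEAp.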

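Pairs with both fragments upstream of TEAp made up 25.8 ± 0.657% of the region's contacts with the E_α_ bait in EACBE-/- cells and 37.8 ± 0.289% in WT cells (SD, n = 3 libraries each, exact two-sided permutation test, p = 0.1, the smallest possible). The difference was -12.4 to -11.8 percentage points with each library left out in turn. Contacts of the proximal J_α_ region with the proximal V region fell from 1.65 ± 0.338% to 0.792 ± 0.0718% and those with the INTs from 0.941 ± 0.296% to 0.654 ± 0.105%. Without WT replicate 2 the latter difference was -0.116 points, and without pairs within a single bin its libraries overlapped (exact two-sided permutation test, p = 0.5). These are shares of a total, which a gain downstream of E_α_ lowers. Without pairs with a fragment downstream of E_α_, an alternative chosen after the data were seen, pairs upstream of TEAp made up 33.2 ± 0.825% in EACBE-/- and 42.2 ± 0.457% in WT cells, and the proximal J_α_ region with the proximal V region 1.02 ± 0.0999% and 1.84 ± 0.369% (SD, n = 3 each, exact two-sided permutation tests, p = 0.1). For its contacts with the INTs the genotypes overlapped, at 0.843 ± 0.132% and 1.05 ± 0.328% (SD, n = 3 each, exact two-sided permutation test, p = 0.4). The paper proposes that fewer contacts of E_α_ with the proximal V region account for the reduction.

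**Figure D4:**
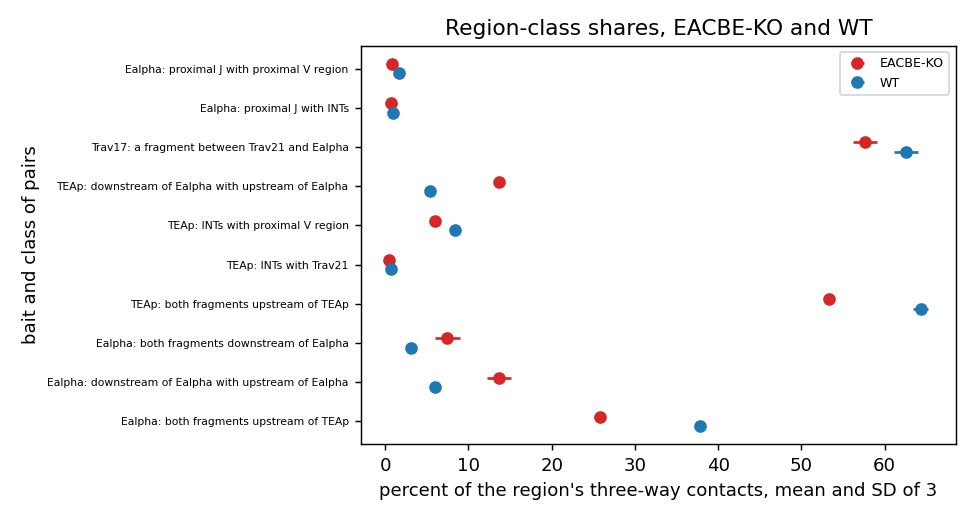
Share of the region's three-way contacts in percent for each bait and class of pairs, mean and SD of 3 libraries, in EACBE-/- (red) and WT (blue) cells. The share of pairs with both fragments upstream of TEAp lies at 25.8% and 37.8% for the E_α_ bait.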

**Figure 5.**
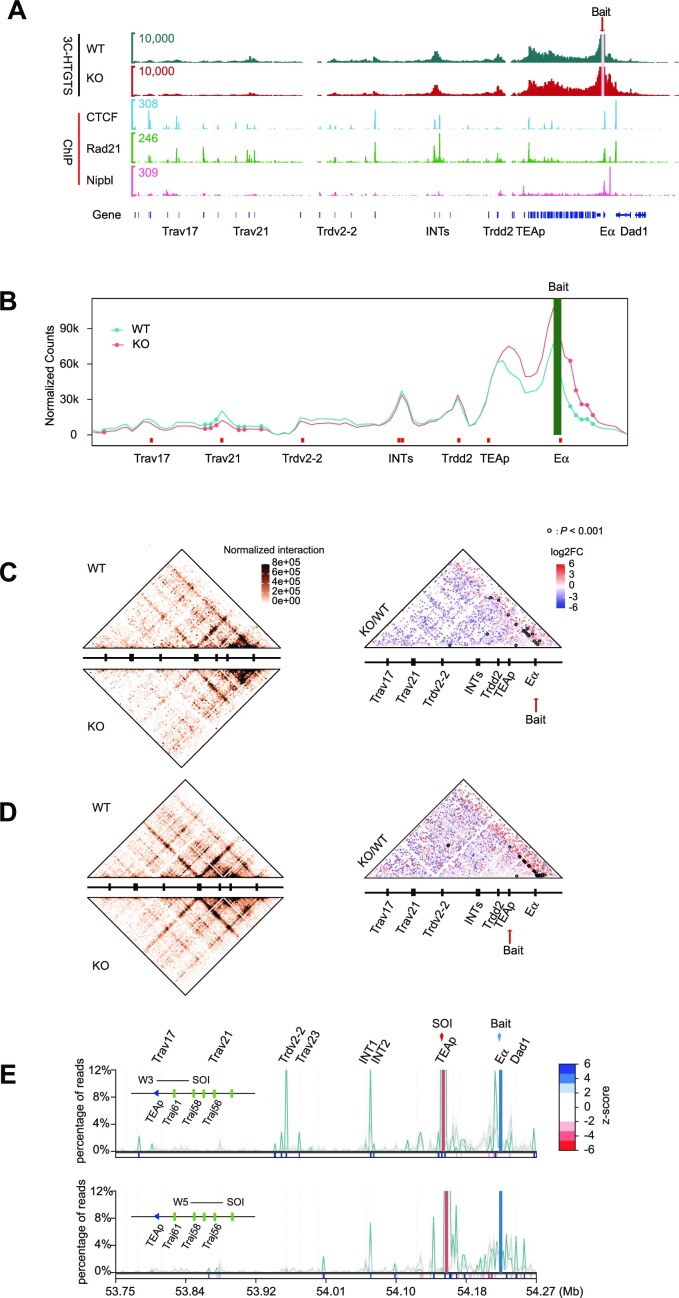
The deletion of EACBE resulted in a reduced co-occurrence of V genes in the Eα–*Traj61* combination. (**A**) 3C-HTGTS profiles of the E_α_ bait in anti-CD3-induced DP thymocytes of *Rag1*^−/−^ (WT) (teal) and EACBE^−/−^*Rag1*^−/−^ (KO) (red) mice. The EACBE deletion reduces the interactions between E_α_ and the proximal V_α_ region. Profiles represent the mean of normalized unique interactions for each restriction fragment in three replicates. Normalized CTCF, Rad21 and Nipbl ChIP-seq profiles in DP cells are displayed below. (**B**) Line plot displaying the difference of pairwise interactions between the WT and KO from the E_α_ bait using the 4C-ker program. The analysis was performed in three independent experimental replicates. Significant differential interactions (*P* < 0.05; statistics derived using DESeq2) are highlighted with filled circles. Interactions between E_α_ and the proximal V_α_ region significantly decrease in EACBE-deleted cells, while they increase in the region immediately downstream of E_α_. Gene positions are annotated by red-filled rectangles, and the green-filled bar highlights the bait position. (C and D) Heatmaps (left) and differential heatmaps (right) showing three-way chromatin interactions in (**C**) the E_α_ or (**D**) the TEAp bait in anti-CD3-induced DP thymocytes of *Rag1*^−/−^ (WT) and EACBE^−/−^*Rag1*^−/−^ (KO) mice. Statistically significantly different interactions are highlighted with black circles (*P* < 0.001). Interactions significantly decrease in the upstream region of EACBE and increase in the immediate downstream region. Resolution: 5 kb; coordinates (mm10): chr14:53740000–54300000. (**E**) Bait–SOI plot displaying three-way contacts in the DP thymocytes of EACBE^−/−^*Rag1*^−/−^ mice. Bait (blue rectangle), E_α_; SOI (red rectangle), *Traj61* (top) and *Traj56* (bottom). The green line represents the observed co-occurrence frequency of sequences, while the gray line represents the expected frequency (mean ± SD). The *z*-scores indicating significant enrichment or lack of a given site are shown in the bottom rectangles (dark blue for significant enrichment, dark red for significant absence).

To understand how EACBE affects the higher order chromatin conformation of the proximal V region, we performed a 3C-HTGTS assay with TEAp and *Trav17*–CBE2 baits. We observed a substantial reduction of contacts between TEAp and the upstream region, particularly INTs and the *Trav21* gene, in EACBE-deleted DP thymocytes (Supplementary Figure S8A, B). Consistent with this, *Trav17* exhibited a reduction of contacts with the downstream region from *Trav21* to E_α_ (Supplementary Figure S8A, B). 

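With the TEAp bait, contacts of the INTs with the proximal V region made up 6.03 ± 0.329% of the region's three-way contacts in EACBE-/- cells, lower than in WT cells by a mean difference of -2.40 percentage points (n = 3 libraries each, exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The INTs with the *Trav21* bins had 0.40 ± 0.0304% in EACBE-/- cells and 0.677 ± 0.145% in WT cells (SD, exact two-sided permutation test, p = 0.1). Of 3521 bin pairs tested with edgeR, 34 were higher and 6 lower in EACBE-/- cells at a Benjamini-Hochberg adjusted p under 0.05. TMM normalization gave 38 and 5, DESeq2 75 and 27, and leaving out each library 20 to 52 in all, with 20 without EACBE-/- replicate 2. The bin from 53880001 to 53885000, which holds *Trdv1*, with the INT bin from 54060001 to 54065000 was among those lower, at 495 ± 275 reads per 1000000 in EACBE-/- cells and 1781 ± 236 in WT cells (log2 fold change -1.83, standard error 0.45, adjusted p = 0.00634 from edgeR, 7.45e-04 to 0.159 over the alternatives). The *Trav21* bins lie from 53870001 to 53880000. Of their pairs with the INT bins, the one from 53875001 with 54060001 had the smallest p (log2 fold change -0.92, standard error 0.34, unadjusted p = 0.00614 and adjusted p = 0.228 from edgeR). The paper used another threshold, P < 0.001 with DESeq2. The adjusted p of this pair was 0.0527 with DESeq2 and 0.0359 with each distinct pair counted once, an alternative chosen after the data were seen, with a range of 0.0359 to 0.592 over all alternatives. The largest change was that of the bin from 53790001 with the bin from 54235001, where 48 reads were seen in EACBE-/- cells and 1 in WT cells (adjusted p = 0.00944 from edgeR, 0.00248 to 0.571 over the alternatives).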

Multiway contact analysis demonstrated that EACBE deletion led to a reduction in the INTs stripe towards the upstream region from the TEAp bait, and the reduction of INTs–*Trav21* interactions was statistically significant (Figure 5D). 

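With the *Trav17*–CBE2 bait, contacts with a fragment between *Trav21* and E_α_ made up 57.7 ± 1.42% in EACBE-/- cells and 62.6 ± 1.39% in WT cells (SD, n = 3 libraries each, exact two-sided permutation test, p = 0.1, the smallest possible). The difference stayed between -5.70 and -4.27 percentage points with each library left out. Of 2318 bin pairs tested with edgeR, 1 was higher at a Benjamini-Hochberg adjusted p under 0.05, the pair within the bin from 53820001 to 53825000 (log2 fold change 1.16, standard error 0.27, adjusted p = 0.0377, 3.82e-04 to 0.584 over the alternatives). TMM normalization gave 0 bin pairs, with 169 at an unadjusted p under 0.05. Leaving out each library gave 0 to 2, with 2 without WT replicate 3.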

The multiway contact data from the *Trav17* bait also showed reduced interactions with the downstream region (Supplementary Figure S8C). 

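With the E_α_ bait and *Traj61* as the SOI in EACBE-/- cells, INT2 was the other fragment in 41 of 463 reads, 8.86% against 4.35% without the SOI (z-score 4.82, and 3.30 with each distinct pair counted once). The 3 libraries alone gave 1.39 to 5.18. The log2 ratio of its share with over without the SOI was 1.05 ± 0.532 in EACBE-/- and 1.16 ± 0.416 in WT libraries (SD, n = 3 each, difference -0.10, exact two-sided permutation test, p = 0.8), so a difference was not detectable with 3 libraries against 3.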

The bait–SOI analysis revealed that INT2 was favored in the three-way contacts with the E_α_–*Traj61* combination, similar to the WT (Figure 5E). 

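In EACBE-/- cells, *Trdv2-2* had a z-score of 13.7 with E_α_ and *Traj61*, from 26 reads that were 3 distinct pairs, and *Trav23* 4.60 from 9 reads that were 4 distinct pairs. Counted once per distinct pair, these were 1.11 and 2.11. Without replicate 1 the z-scores over all reads were 2.09 and 1.67, and the single libraries ranged from 0.57 to 21.7 for *Trdv2-2*. *Trav3-4* (2.37) and *Trav12-4* (2.81) were also favored, but their windows overlap by 2528 bp and both calls come from the same 4 reads, which were 1 distinct pair in replicate 1. They were not favored with distinct pairs (0.43 and 0.61) or without replicate 1 (-0.93 and -0.88). *Trav18* and *Trdv3* had no read among the 463 reads with *Traj61*, where 3 counts would be 0.648%, and the reads without the SOI had 0.687% and 0.582%. The log2 ratio of the share with over without the SOI was lower than in WT cells by a difference of -2.02 for *Trav18* and -1.69 for *Trdv3* (exact two-sided permutation tests, n = 3 libraries each, p = 0.1, the smallest possible), and these values rest on a pseudocount of 0.5 in the libraries without reads. With a pseudocount of 1 the genotypes overlapped, at -1.10 and -0.81 (exact two-sided permutation tests, p = 0.2 and 0.3), and so they did with distinct pairs, at -0.76 and -0.58 (exact tests, p = 0.2 and 0.5). For *Trav23*, no read was seen among 1690 reads with *Traj61* in WT cells, and the difference of 5.70 cannot be read against 0. With fewer reads with the SOI in EACBE-/- cells, the pseudocount alone gave a difference of 2.86 for *Trav17*, which had no read in any of the 6 libraries. For *Trdv2-2* the difference was 1.24 (exact two-sided permutation test, p = 0.5).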

Unlike multiple V_α_ genes with preferential co-occurrence contacts in the E_α_–*Traj61* combination in WT thymocytes, only *Trdv2-2* and *Trav23* genes were favored in three-way contacts with the E_α_–*Traj61* combination (Figure 5E). This may be due to reduced interactions between E_α_ and V genes. In summary, although EACBE promotes interactions of E_α_ with the V genes, its deletion did not affect the co-occurrence of the E_α_–*Traj61–*INT2, indicating the role of the TEAp–INT2 loop in the higher order structure of the *Tcra* locus.

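Over the proximal V region as a whole, the z-score with E_α_ and *Traj61* was -1.02 in EACBE-/- cells, from -3.36 to 3.42 in the 3 libraries, and -2.83 with each distinct pair counted once. The log2 ratio of its share with over without the SOI differed by 0.35 from WT cells (exact two-sided permutation test, n = 3 libraries each, p = 0.5). From INT2 staying favored with E_α_ and *Traj61* after the deletion, the paper concludes that the TEAp–INT2 loop shapes the higher order structure of the locus.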

## DISCUSSION

Understanding higher order chromatin structures is crucial for comprehending the mechanisms of *cis*-regulatory elements in gene expression regulation, genome replication, V(D)J recombination and other genome metabolism processes. Several multiway contact techniques have been developed for investigating higher order chromatin structures (36–40). To obtain sufficient multiway contact information for the analysis of higher order chromatin structures, some studies have utilized long-read sequencing technology, such as MC-4C technology (34). More recently, the Pore-C technique, which combines Hi-C and nanopore sequencing technology, has been developed for the genome-wide detection of higher order chromatin structures (41,42). Here we found that a 3C-HTGTS assay on the Illumina sequencing platform can provide 15–30% of the multiway information of the locus of interest, offering a convenient solution for studying higher order chromatin structures at the locus of interest.

Using 3C-HTGTS, we examined the higher order structure of the *Tcra–Tcrd* locus in CD4^+^CD8^+^ DP thymocytes, where *Tcra* undergoes active rearrangement. The *Tcrd* gene is located inside the *Tcra* gene, separating V_α_ genes and J_α_ genes. It has two effects on the *Trca* rearrangement. (i) The V_δ_–DJ_δ_ rearrangement of *Tcrd* in the DN stage can delete a partial sequence between the V region and the J_α_ region, including INTs. The deletion may promote the V_α_–J_α_ rearrangement and increase the diversity of *Tcra* (32). (ii) On alleles where *Tcrd* does not undergo V_δ_–DJ_δ_ rearrangement, it can act as an obstacle and impede *Tcra* rearrangement. E_α_ is an essential enhancer downstream of *Tcra* and is required for chromatin accessibility in the J_α_ gene region. The Krangel group reported that E_α_ regulates the chromatin accessibility of the proximal V region through long-distance interactions (15). Our study on EACBE also revealed its role in mediating interactions of E_α_ with the proximal V region (5). Here, we provide physical evidence of the co-occurrence contacts of E_α_, the V_α_ genes and the proximal J_α_ genes, particularly *Traj61* and *Traj58*. It has been reported that deletion of E_α_ results in a decrease in the interactions between TEAp and *Trav21*, TEAp and *Trdv2-2*, and *Trav21* and *Trdv2-2* (15). While the reduction in chromatin activity due to the loss of the enhancer may contribute to this decrease in interactions, it is also possible that the disruption of synergistic physical three-way contacts partially explains this reduction. Interestingly, only the J_α_ genes immediately following TEA exhibit preferential co-occurrence contacts, consistent with the observation that the primary rearrangement of *Tcra* starts from the proximal J_α_ gene (14).

Chen *et al.* reported that INT2 restricts the usage of *Trdv2-2* in *Tcrd* rearrangement in DN thymocytes by forming a chromatin loop between INT2 and the CBE in the TEA promoter (2). Normally, V_δ_–DJ_δ_ rearrangement deletes INTs, bringing the V gene region in close proximity to the J_α_ gene region linearly. However, on the allele that does not undergo V_δ_–DJ_δ_ rearrangement, how do INTs affect the interaction of V_α_ and J_α_ genes? Our observations reveal that a strong chromatin loop still exists between the TEA promoter and INT2 in DP thymocytes. The TEAp–INT2 loop plays a dual role in the higher order structure of the *Tcrd*–*Tcrd* locus in DP thymocytes: (i) it brings the proximal V_α_ genes closer to the recombination center formed by the proximal J_α_ genes and E_α_; and (ii) the loop restricts the sequences in the loop interacting with sequences outside of the loop, potentially repressing *Tcrd* rearrangement in DP stages.

Here we developed a pipeline for analyzing multiway contacts in 3C-HTGTS data, which offers a cost-effective and straightforward approach for investigating the higher order chromatin structure of a specific genomic locus. By employing this pipeline, we conducted an analysis of the higher order chromatin conformation in the 3′ portion of the *Tcra–Tcrd* locus in DP thymocytes. Our findings provide compelling evidence for the co-occurrence contacts of E_α_, the V_α_ genes and the proximal J_α_ genes, establishing a paradigm for the study of higher order chromatin structure.

## Supplementary Material

gkad641_Supplemental_File Click here for additional data file.

## Data Availability

For results generated from public sequencing, data information has been provided in the figure legends. In addition to the emphasized public data, other sequencing data generated in this study have been deposited at the NCBI GEO under accession number GSE214918. All the accession numbers of sequencing data are summarized in Supplementary Table S2. The code used in this manuscript is available at FigShare https://figshare.com/s/aee7de7801c00b1df137 doi:10.6084/m9.figshare.21666113.

# Supplementary material for: Three-way contact analysis characterizes the higher order organization of the Tcra locus
**Source:** Nucleic Acids Res. 2023 Aug 3;51(17):8987–9000. doi: 10.1093/nar/gkad641

**Table S1 Primer sequences for 3C HTGTS assay**

| Bait             | Biotin Primer             | Nested Prime              | Adapter Prime          |
|------------------|---------------------------|---------------------------|------------------------|
| E <sub>α</sub>   | 5'-cgtcgaagagtctctgcctg   | 5'-ctgttctgattggatggcga   | 5'-gactatagggcacgcgtgg |
| E <sub>α</sub> 2 | 5'-ctgctgacatgggcaaacag   | 5'-catcctctggaaaaggaggtt  | 5'-gactatagggcacgcgtgg |
| INT2             | 5'-accacagaaacccaacagtg   | 5'-tggtttctctccttggtca    | 5'-gactatagggcacgcgtgg |
| TEAp             | 5'-tagcccatctccataaacaggt | 5'-ggccaagaaggaaaacactctc | 5'-gactatagggcacgcgtgg |
| <i>Trdd2</i>     | 5'-gcctgaactaactgccaacc   | 5'-tacaagcccagggaaggtt    | 5'-gactatagggcacgcgtgg |
| <i>Trav17</i>    | 5'-tcccacagcaggaaaacaga   | 5'-aagctacaccgagacaagga   | 5'-gactatagggcacgcgtgg |

**Table S2 NGS data used in this paper**

| Data                                                                              | Source                  | Accession       |
|-----------------------------------------------------------------------------------|-------------------------|-----------------|
| 4C ( <i>Rag2</i> <sup>-/-</sup> DP) E <sub>α</sub> rep1                           | (Hao Zhao et al., 2020) | GEO: GSM4307209 |
| 4C ( <i>Rag2</i> <sup>-/-</sup> DP) E <sub>α</sub> rep2                           | (Hao Zhao et al., 2020) | GEO: GSM4307210 |
| 4C ( <i>Rag2</i> <sup>-/-</sup> DP) INT2 rep1                                     | (Hao Zhao et al., 2020) | GEO: GSM4307213 |
| 4C ( <i>Rag2</i> <sup>-/-</sup> DP) INT2 rep2                                     | (Hao Zhao et al., 2020) | GEO: GSM4307214 |
| 4C ( <i>Rag2</i> <sup>-/-</sup> DP) TEAp rep1                                     | (Hao Zhao et al., 2020) | GEO: GSM4307217 |
| 4C ( <i>Rag2</i> <sup>-/-</sup> DP) TEAp rep2                                     | (Hao Zhao et al., 2020) | GEO: GSM4307218 |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) E <sub>α</sub> rep1                     | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) E <sub>α</sub> rep2                     | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) E <sub>α</sub> rep3                     | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) E <sub>α</sub> bait2                    | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) INT2 rep1                               | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) INT2 rep2                               | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) INT2 rep3                               | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) TEAp rep1                               | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) TEAp rep2                               | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) TEAp rep3                               | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) <i>Trdd2</i> rep1                       | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) <i>Trdd2</i> rep2                       | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) <i>Trdd2</i> rep3                       | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) <i>Trav17</i> rep1                      | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) <i>Trav17</i> rep2                      | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> DP) <i>Trav17</i> rep3                      | This paper              | GEO: GSE214918  |
| 3C-HTGTS (EACBE <sup>-/-</sup> <i>Rag1</i> <sup>-/-</sup> DP) E <sub>α</sub> rep1 | This paper              | GEO: GSE214918  |
| 3C-HTGTS (EACBE <sup>-/-</sup> <i>Rag1</i> <sup>-/-</sup> DP) E <sub>α</sub> rep2 | This paper              | GEO: GSE214918  |
| 3C-HTGTS (EACBE <sup>-/-</sup> <i>Rag1</i> <sup>-/-</sup> DP) E <sub>α</sub> rep3 | This paper              | GEO: GSE214918  |
| 3C-HTGTS (EACBE <sup>-/-</sup> <i>Rag1</i> <sup>-/-</sup> DP) TEAp rep1           | This paper              | GEO: GSE214918  |
| 3C-HTGTS (EACBE <sup>-/-</sup> <i>Rag1</i> <sup>-/-</sup> DP) TEAp rep2           | This paper              | GEO: GSE214918  |
| 3C-HTGTS (EACBE <sup>-/-</sup> <i>Rag1</i> <sup>-/-</sup> DP) TEAp rep3           | This paper              | GEO: GSE214918  |
| 3C-HTGTS (EACBE <sup>-/-</sup> <i>Rag1</i> <sup>-/-</sup> DP) <i>Trav17</i> rep1  | This paper              | GEO: GSE214918  |
| 3C-HTGTS (EACBE <sup>-/-</sup> <i>Rag1</i> <sup>-/-</sup> DP) <i>Trav17</i> rep2  | This paper              | GEO: GSE214918  |
| 3C-HTGTS (EACBE <sup>-/-</sup> <i>Rag1</i> <sup>-/-</sup> DP) <i>Trav17</i> rep3  | This paper              | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> Liver) E <sub>α</sub> rep1                  | This paper              | GEO: GSE214918  |

|                                                                  |                                 |                 |
|------------------------------------------------------------------|---------------------------------|-----------------|
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> Liver) E <sub>a</sub> rep2 | This paper                      | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> Liver) INT2 rep1           | This paper                      | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> Liver) INT2 rep2           | This paper                      | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> Liver) TEAp rep1           | This paper                      | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> Liver) TEAp rep2           | This paper                      | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> Liver) <i>Trav17</i> rep1  | This paper                      | GEO: GSE214918  |
| 3C-HTGTS ( <i>Rag1</i> <sup>-/-</sup> Liver) <i>Trav17</i> rep2  | This paper                      | GEO: GSE214918  |
| Rad21 ChIP-seq (DP)                                              | (Loguercio S et al., 2018)      | GEO: GSM2973692 |
| Nipbl ChIP-seq (DP)                                              | (Merkenschlager M et al., 2013) | GEO: GSM1184315 |
| CTCF ChIP-seq (DP)                                               | (Torkamani A, et al., 2012)     | GEO: GSM1023418 |

**Figure S1 Related to figure 1.**

**a)** The 3C-HTGTS (teal) and 4C (red) tracks display read density. Normalized signals represent pairwise interactions captured with the baits of *Trav17*, INT2, or TEAp in anti-CD3-induced DP thymocytes of *Rag1*<sup>-/-</sup> or *Rag2*<sup>-/-</sup> mice. The pink-filled rectangles highlight the bait position. Representative tracks are from two or three independent experiments. Normalized CTCF, Rad21 and Nipbl ChIP-seq profiles in DP cells are shown below the 4C tracks.

**b)** Correlation of 3C-HTGTS and 4C experimental replicates. INT2 and TEAp are used as baits, respectively.

**c)** Overview of the experimental procedure and acquisition of 3C-HTGTS libraries, including crosslinking, digestion, ligation, crosslink reversal, and sonication. DNA fragments containing the bait sequence is linearly amplified using biotin-labeled primers. Following capture with streptavidin beads, DNA fragments are ligated with adaptors for library amplification. Libraries are sequenced on an Illumina sequencing platform.

**d)** Boxplot showing frequencies of *cis*-triplet fragments in 3C-HTGTS data.

**e)** Heatmaps showing three-way contacts in the second and third replicates in the E<sub>α</sub> bait. Annotation is shown below the heatmaps. Resolution: 5kb; Coordinates (mm10): chr14:53740000-54300000.

**Figure S2 Related to figure 2**

**a)** Bar graph showing frequencies of reads containing multi-way contacts in anti-CD3-induced DP thymocytes of *Rag1*<sup>-/-</sup> (WT) and EACBE<sup>-/-</sup> *Rag1*<sup>-/-</sup> (KO) mice.

**b)** Heatmaps showing three-way contacts in the baits of *E $\alpha$* , TEAp, *Trav17*, and INT2 in liver cells of the *Rag1*<sup>-/-</sup> mice. The red arrows highlight the bait positions. Points represent the mean of normalized unique interactions for each restriction fragment in two replicates. Annotation and coordinates are shown below the heatmaps. Resolution: 5kb; Coordinates (mm10): chr14:53740000-54300000.

**c)** Subtraction heatmaps showing the difference in three-way contact between DP thymocytes and liver cells from the four baits. Points represent the mean of normalized unique interactions per restriction fragment in three (DP cells) or two (liver cells) experimental replicates.

**d)** Representative stripes detected using Stripenn are delineated on three-way contact matrices of 3C-HTGTS in the four baits, respectively. Stripes are marked with teal-lined rectangles, and the *p*-value for each stripe is shown.

**Figure S3 Related to Figure 3a and 3b**

Bait-SOI plots illustrating the co-occurrence contacts of sequences in the locus with the combination of the E<sub>α</sub> bait and the sliding windows (4kb bin and 2kb step) of SOIs from TEAp to *Traj18*. The green line represents the observed co-occurrence frequencies of sequences, while the gray line represents the expected co-occurrence frequencies (mean  $\pm$  s.d.) across the locus. The z-scores indicating the significance of enrichment or lack of a given site are displayed in the bottom rectangles. Dark blue color indicates significant enrichment, while dark red color indicates a significant lack of a given site.

**Figure S4 The E<sub>α</sub> promotes the proximity of the proximal J<sub>α</sub> genes to the V<sub>α</sub> region in DP thymocytes.**

**a)** 3C-HTGTS signal counts (teal) of the 3' portion of the *Tcra-Tcrd* locus, from the E<sub>α</sub>-containing fragment (bait2). The normalized CTCF ChIP-seq profile (blue) in DP cells is shown below the 3C-HTGTS track.

**b)** Heatmap showing three-way contacts of the 3' portion of the *Tcra-Tcrd* locus. Resolution: 5kb; Coordinates (mm10): chr14:53740000-54300000

**c)** Bait-SOI plot displaying the co-occurrence contacts of sequences in the locus with the combination of the E<sub>α</sub> bait and the SOI of the *Traj61*-to-*Traj56* region.

**d)** and **e)** Bar graphs displaying the co-occurrence unique read counts in the combination of the E<sub>α</sub> bait2 and the SOI of **(d)** the sequence of the proximal J<sub>α</sub> region or **(e)** the sequences containing *Trav3-4*, *Trav12-4*, *Trav17*, *Trav19*, or *Trdv2-2*, respectively. The third points represent the five V<sub>α</sub> genes or the proximal J<sub>α</sub> region. The green bars represent the enrichment of the given third site in bait-SOI co-occurrence, and the gray bars represent the enrichment of the given third site in bait contacts without SOI. The data represent mean ±s.d.

**Figure S5 The proximal  $J_\alpha$  region is disfavored in contacts with the combination of the  $E_\alpha$  bait and SOIs of V genes.**

**a)** Bait-SOI plots displaying the co-occurrence contacts of sequences in the locus with the combination of the  $E_\alpha$  bait and the SOIs of  $V_\alpha$  genes. The green line represents the observed co-occurrence frequency of sequences, and the gray line represents the expected (mean  $\pm$  s.d.) co-occurrence frequency of sequences across the locus.

**b)** Heatmap showing the z-score landscape of sequences in the locus in co-occurrence contacts with the combination of the  $E_\alpha$  bait and the SOIs of V genes. Rectangles in the heatmap represent the value of z-score.

**Figure S6 Related to Figure 4b**

Bait-SOI plots displaying co-occurrence contacts of sequences in the locus with the combination of the TEAp bait and the SOIs of the V genes. The green line represents the observed co-occurrence frequency of sequences, and the gray line the expected (mean  $\pm$  s.d.) co-occurrence frequency of sequences. The z-scores are shown in the bottom rectangles, with dark blue indicating significant enrichment and dark red indicating significant lack of a given site.

**Figure S7 Related to Figure 4f**

Bait-SOI plot displaying co-occurrence contacts of sequences in the locus with the combination of the *Trav17* bait and the SOI sliding windows (4kb bin and 2kb step) from TEAp to Traj18. The green line represents the observed co-occurrence frequency of sequences, and the gray line represents the expected (mean  $\pm$  s.d.) co-occurrence frequency of sequences.

**Figure S8 Related to figure 5**

**a)** 3C-HTGTS pair-wise chromatin interactions profiles of the 3' portion of the *Tcra-Tcrd* locus in anti-CD3-induced DP thymocytes of *Rag1*<sup>-/-</sup> (WT) (teal) and *EACBE*<sup>-/-</sup> *Rag1*<sup>-/-</sup> (KO) (red) mice. Bait: *Trav17* or TEAp. Normalized CTCF, Rad21 and Nipbl ChIP-seq profiles in DP cells are displayed below.

**b)** Line plot displaying significant differences in pairwise chromatin interactions. The 4C-ker program was used for statistical analysis. Bait: *Trav17* (top) or TEAp (bottom). The analysis was performed with three independent experimental replicates. Filled circles in the line plot highlight interactions with statistically significant differences ( $P < 0.05$ ).

**c)** Heatmap (Left) and subtraction heatmap (right) showing three-way contacts in the *Trav17* bait in anti-CD3-induced DP thymocytes of *Rag1*<sup>-/-</sup> (WT) and *EACBE*<sup>-/-</sup> *Rag1*<sup>-/-</sup> (KO) mice. Statistically significant different interactions are highlighted with black circles ( $P < 0.001$ ). Gene annotation is shown below the heatmaps. Resolution: 5kb; Coordinates(mm10): chr14:53740000-54300000.

**Figure S1 Related to figure 1.**

**a)** The 3C-HTGTS (teal) and 4C (red) tracks display read density. Normalized signals represent pairwise interactions captured with the baits of *Trav17*, INT2, or TEAp in anti-CD3-induced DP thymocytes of *Rag1*<sup>-/-</sup> or *Rag2*<sup>-/-</sup> mice. The pink-filled rectangles highlight the bait position. Representative tracks are from two or three independent experiments. Normalized CTCF, Rad21 and Nipbl ChIP-seq profiles in DP cells are shown below the 4C tracks.

**b)** Correlation of 3C-HTGTS and 4C experimental replicates. INT2 and TEAp are used as baits, respectively.

**c)** Overview of the experimental procedure and acquisition of 3C-HTGTS libraries, including crosslinking, digestion, ligation, crosslink reversal, and sonication. DNA fragments containing the bait sequence is linearly amplified using biotin-labeled primers. Following capture with streptavidin beads, DNA fragments are ligated with adaptors for library amplification. Libraries are sequenced on an Illumina sequencing platform.

**d)** Boxplot showing frequencies of *cis*-triplet fragments in 3C-HTGTS data.

**e)** Heatmaps showing three-way contacts in the second and third replicates in the E<sub>α</sub> bait. Annotation is shown below the heatmaps. Resolution: 5kb; Coordinates (mm10): chr14:53740000-54300000.

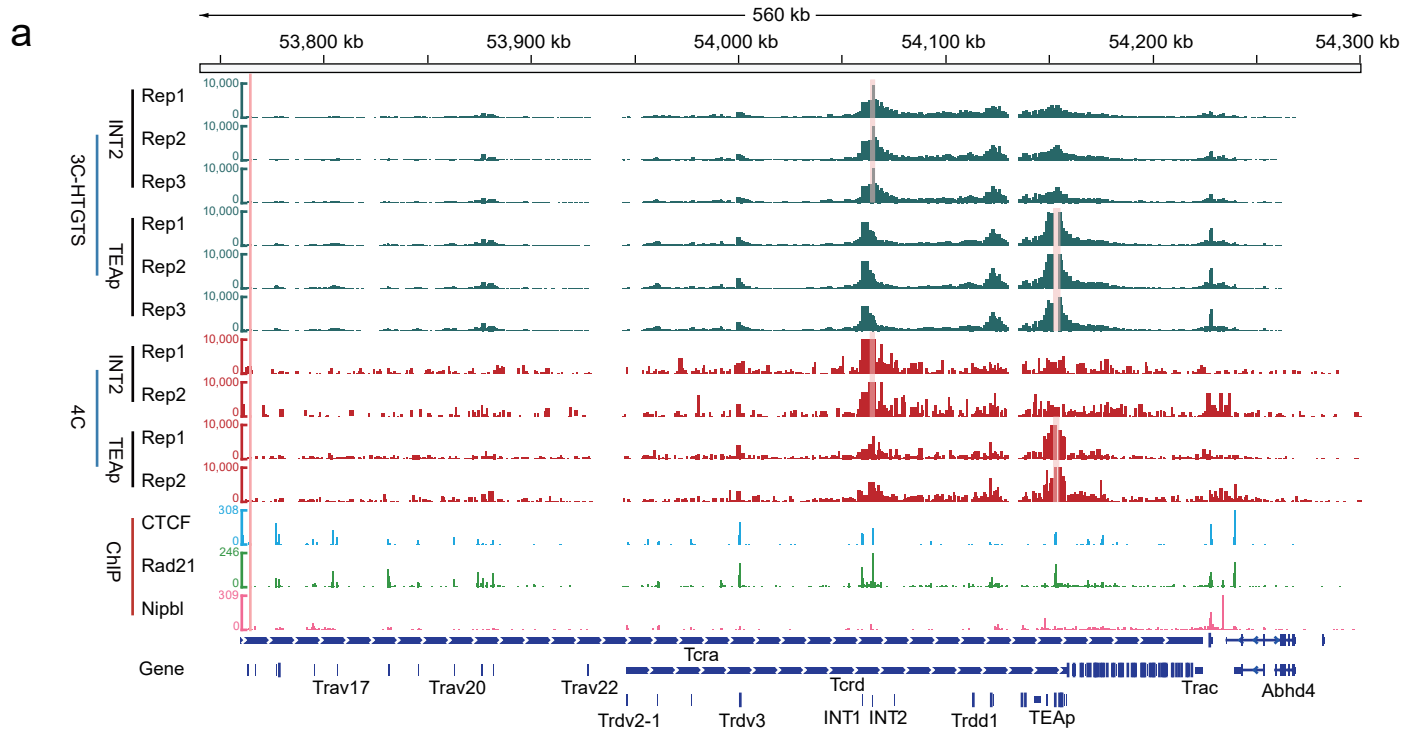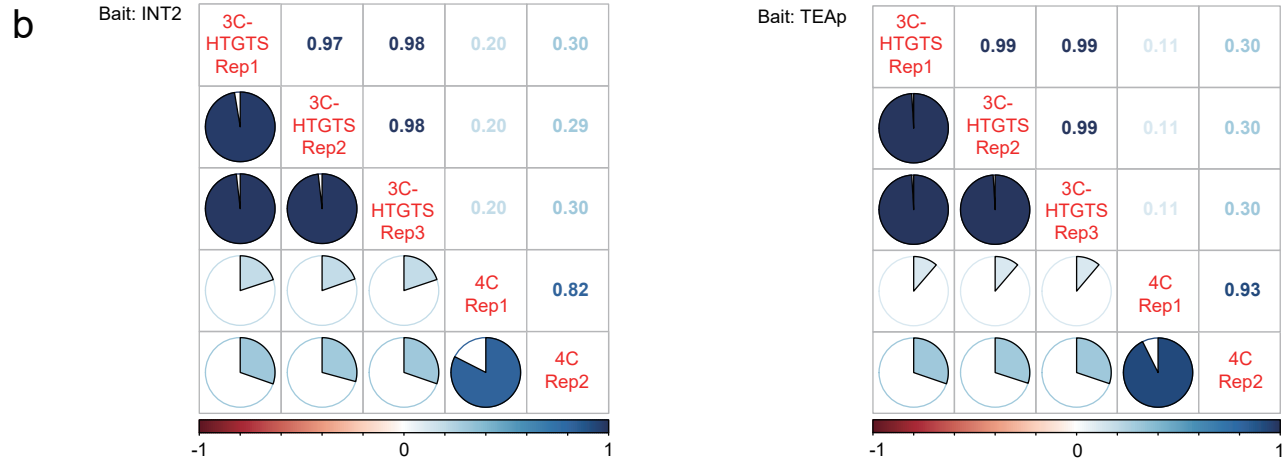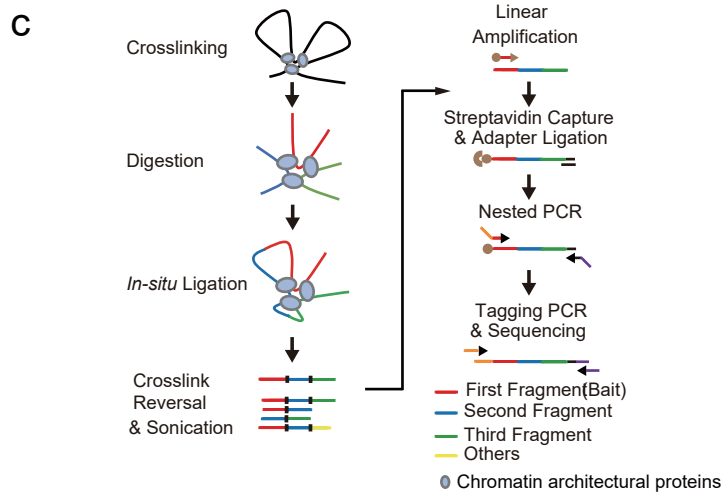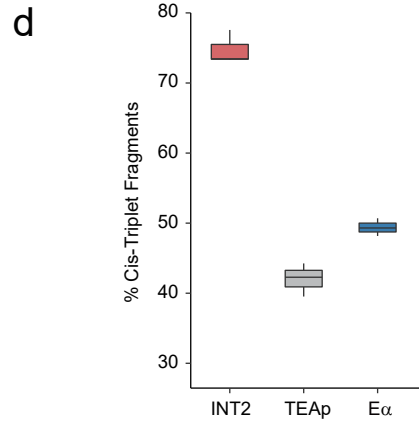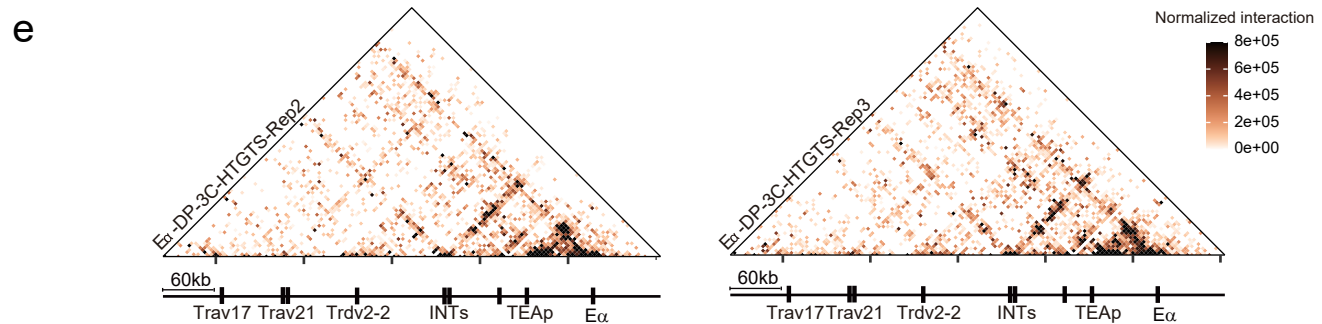

**Figure S2 Related to figure 2**

**a)** Bar graph showing frequencies of reads containing multi-way contacts in anti-CD3-induced DP thymocytes of *Rag1*<sup>-/-</sup> (WT) and EACBE<sup>-/-</sup> *Rag1*<sup>-/-</sup> (KO) mice.

**b)** Heatmaps showing three-way contacts in the baits of *E<sub>α</sub>*, TEAp, *Trav17*, and INT2 in liver cells of the *Rag1*<sup>-/-</sup> mice. The red arrows highlight the bait positions. Points represent the mean of normalized unique interactions for each restriction fragment in two replicates. Annotation and coordinates are shown below the heatmaps. Resolution: 5kb; Coordinates (mm10): chr14:53740000-54300000.

**c)** Subtraction heatmaps showing the difference in three-way contact between DP thymocytes and liver cells from the four baits. Points represent the mean of normalized unique interactions per restriction fragment in three (DP cells) or two (liver cells) experimental replicates.

**d)** Representative stripes detected using Stripenn are delineated on three-way contact matrices of 3C-HTGTS in the four baits, respectively. Stripes are marked with teal-lined rectangles, and the *p*-value for each stripe is shown.

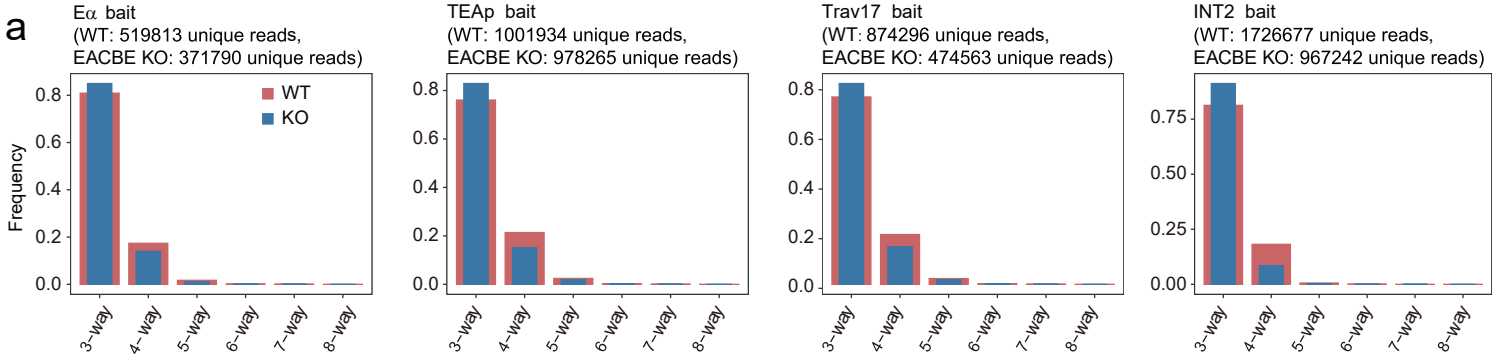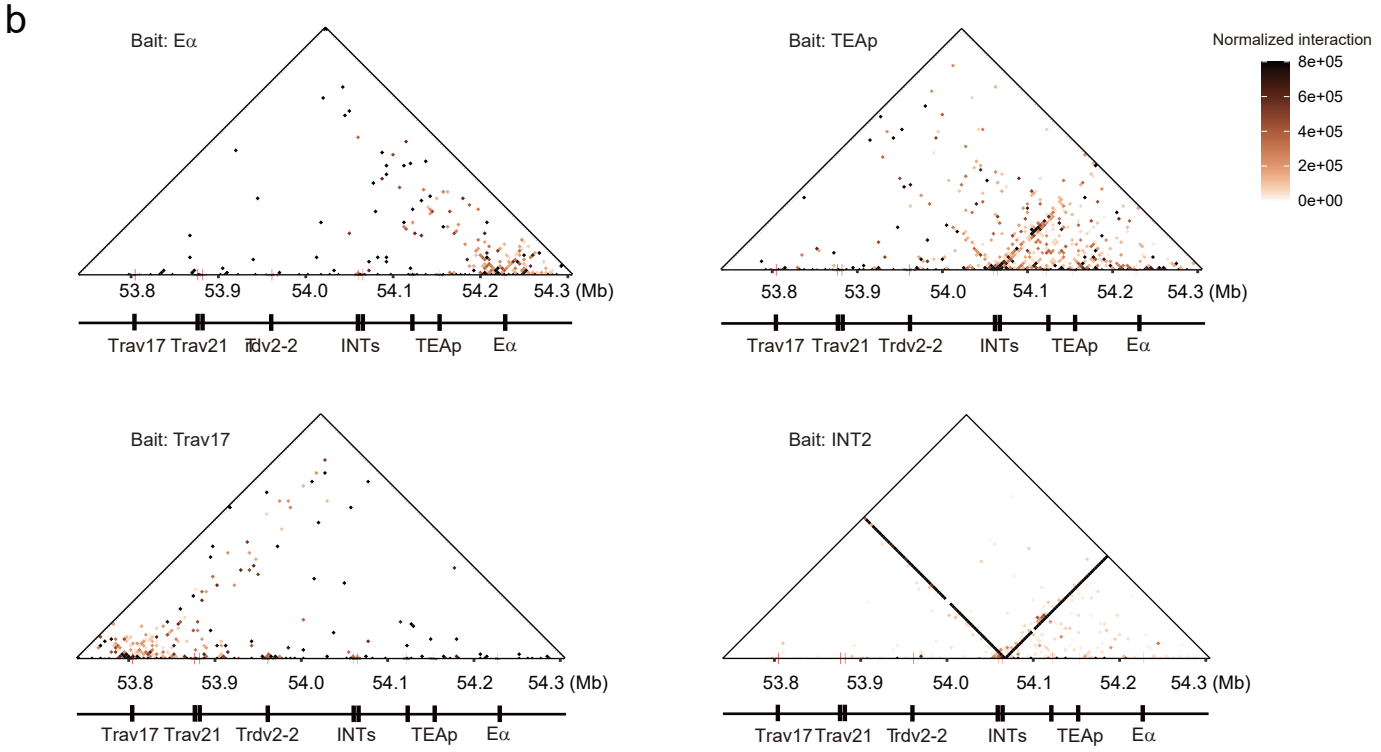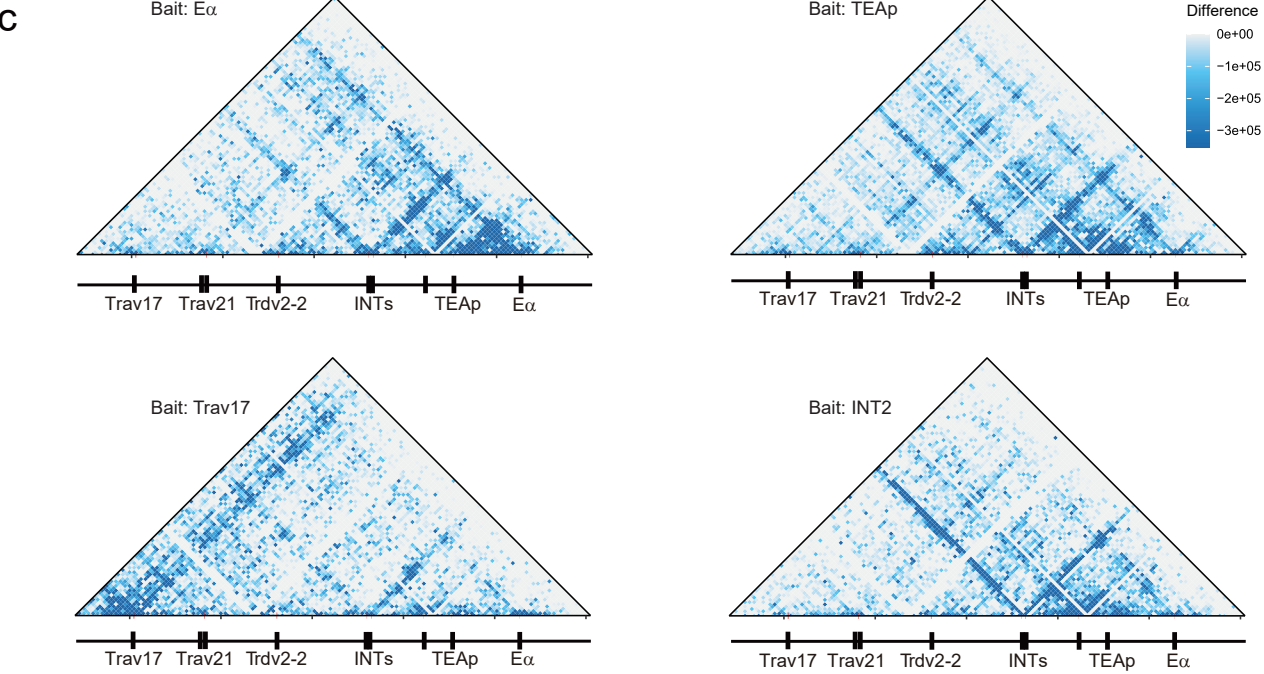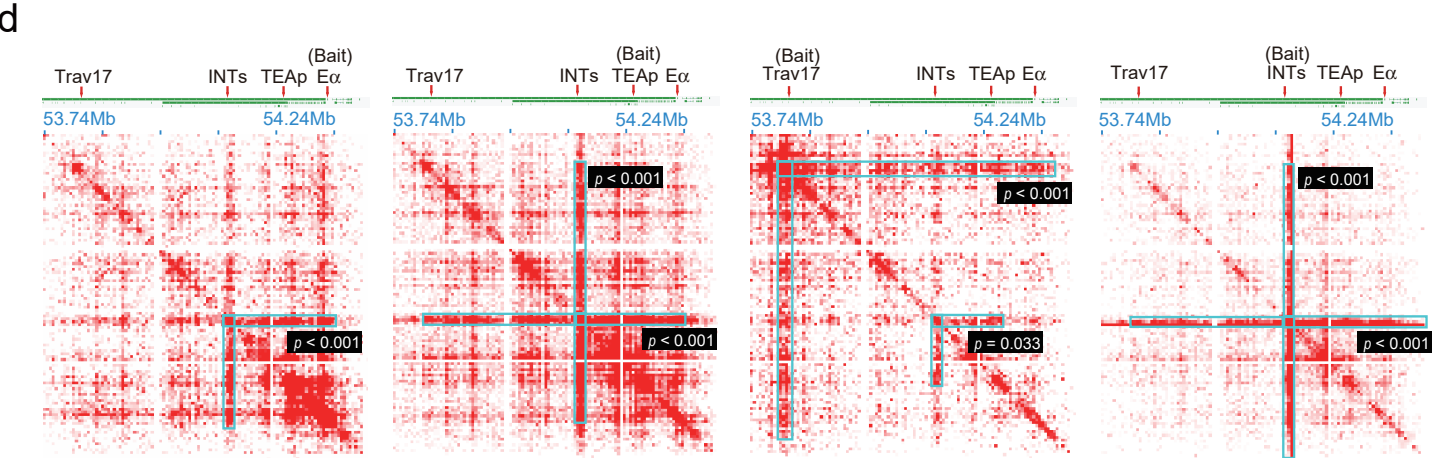

**Figure S3 Related to Figure 3a and 3b**

Bait-SOI plots illustrating the co-occurrence contacts of sequences in the locus with the combination of the  $E_{\alpha}$  bait and the sliding windows (4kb bin and 2kb step) of SOIs from TEAp to *Traj18*. The green line represents the observed co-occurrence frequencies of sequences, while the gray line represents the expected co-occurrence frequencies (mean  $\pm$  s.d.) across the locus. The z-scores indicating the significance of enrichment or lack of a given site are displayed in the bottom rectangles. Dark blue color indicates significant enrichment, while dark red color indicates a significant lack of a given site.

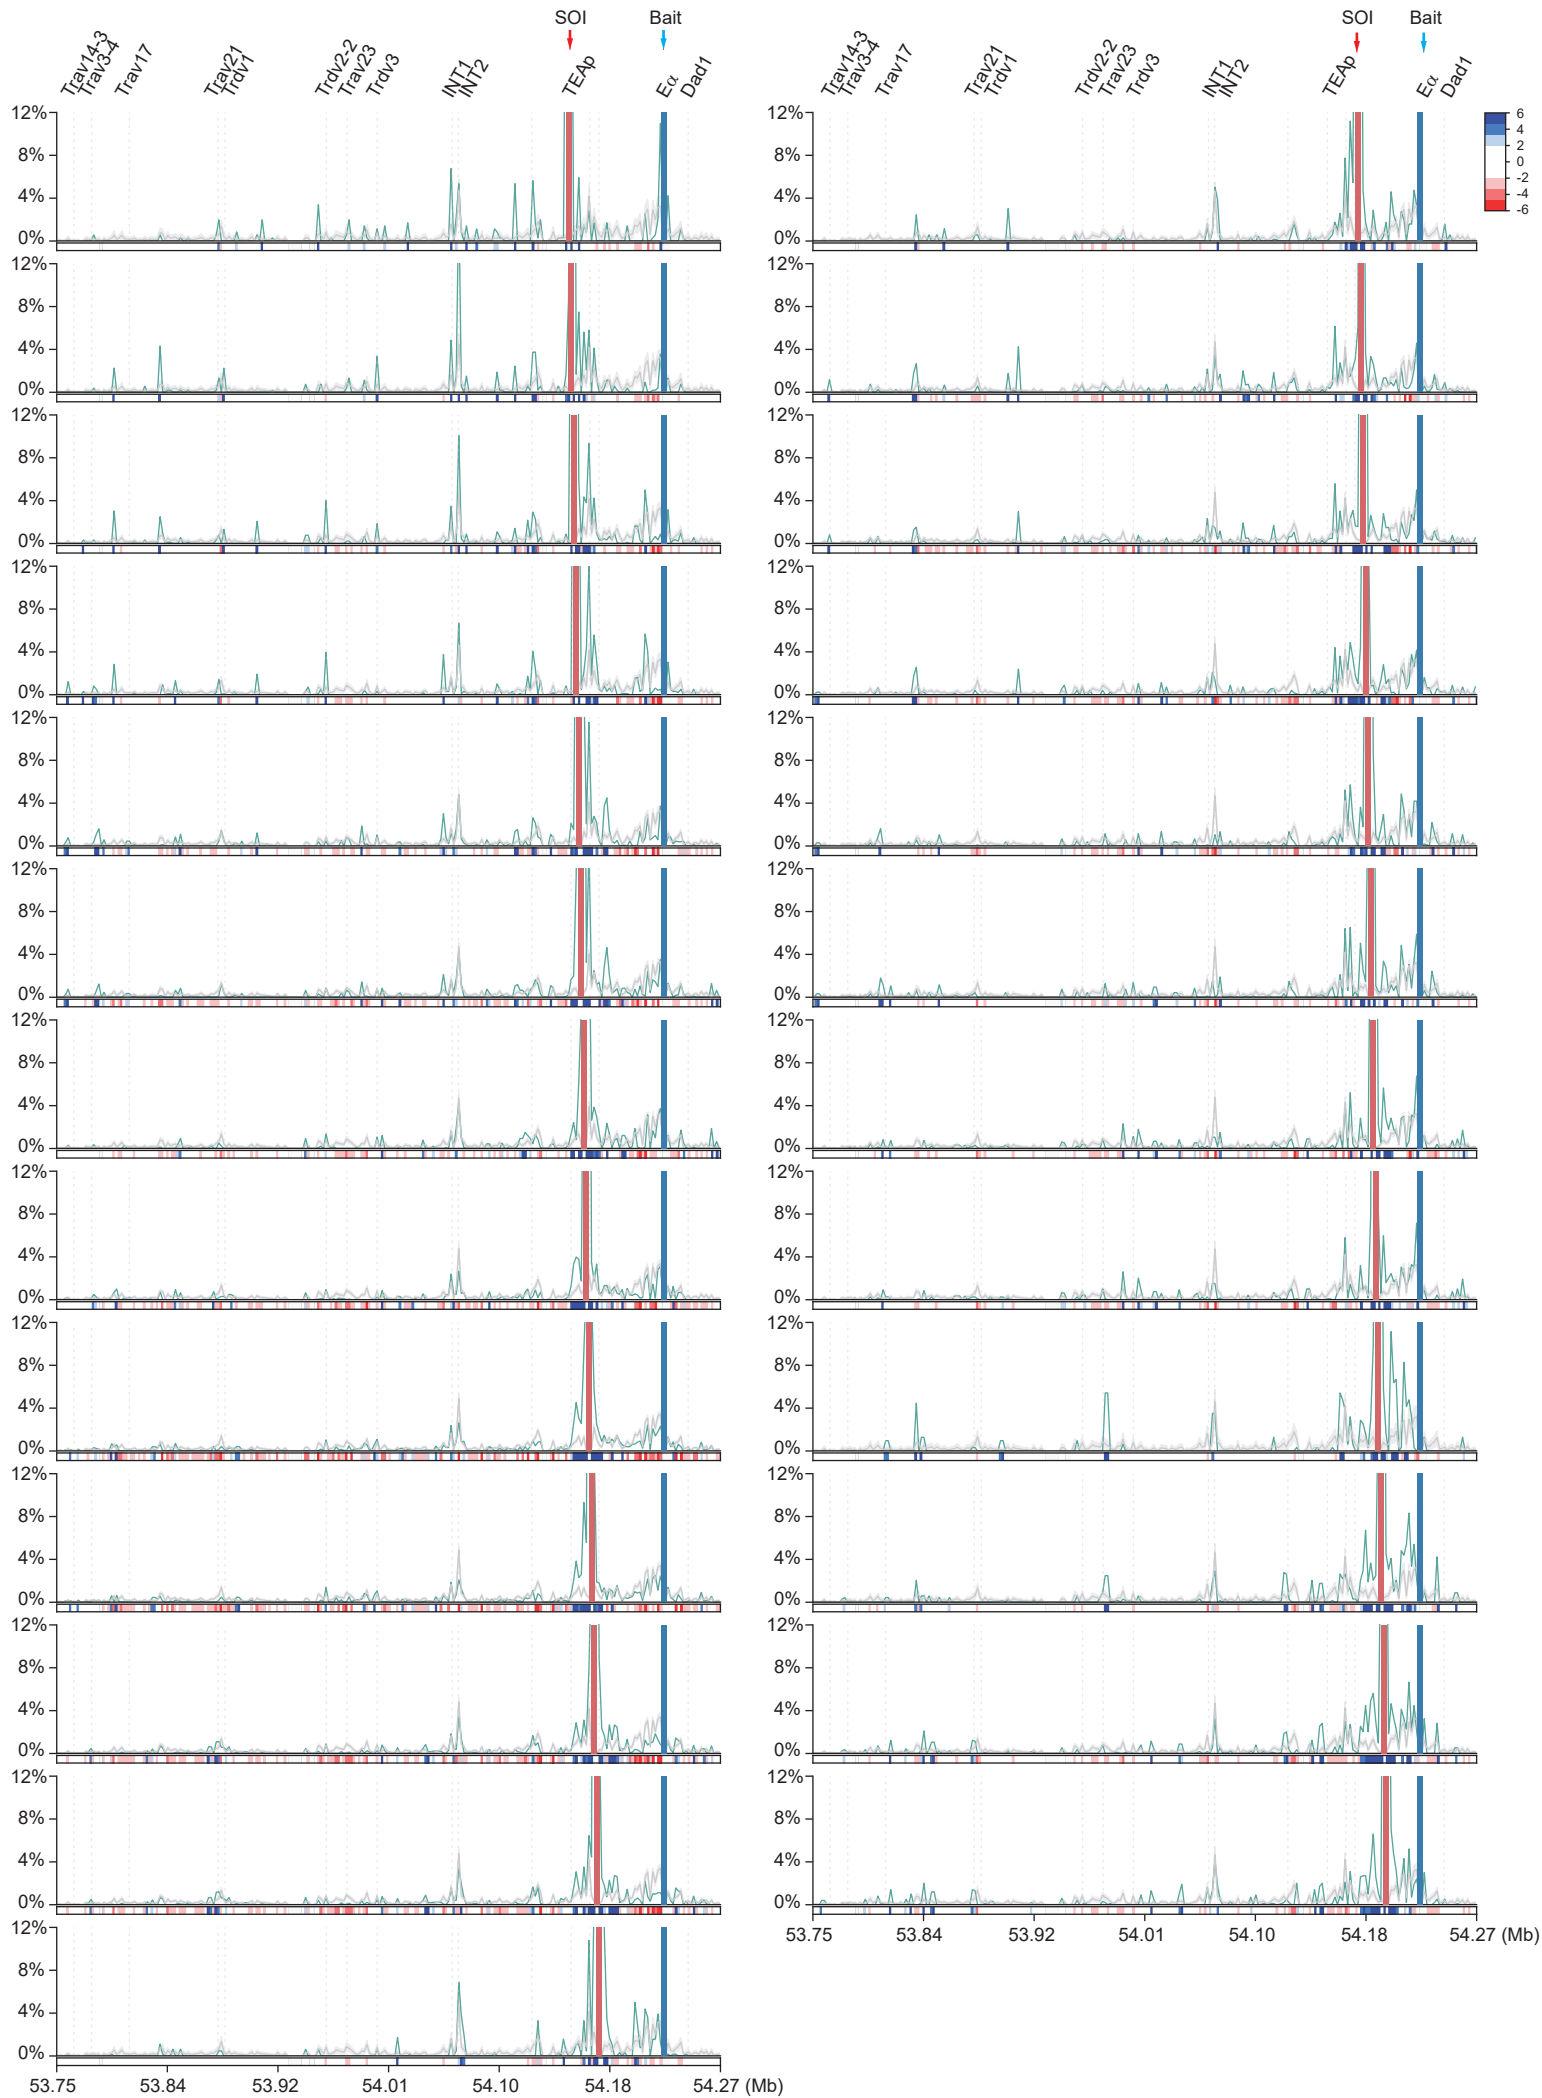

**Figure S4 The E<sub>α</sub> promotes the proximity of the proximal J<sub>α</sub> genes to the V<sub>α</sub> region in DP thymocytes.**

**a)** 3C-HTGTS signal counts (teal) of the 3' portion of the *Tcra-Tcrd* locus, from the E<sub>α</sub>-containing fragment (bait2). The normalized CTCF ChIP-seq profile (blue) in DP cells is shown below the 3C-HTGTS track.

**b)** Heatmap showing three-way contacts of the 3' portion of the *Tcra-Tcrd* locus. Resolution: 5kb; Coordinates (mm10): chr14:53740000-54300000

**c)** Bait-SOI plot displaying the co-occurrence contacts of sequences in the locus with the combination of the E<sub>α</sub> bait and the SOI of the *Traj61*-to-*Traj56* region.

**d)** and **e)** Bar graphs displaying the co-occurrence unique read counts in the combination of the E<sub>α</sub> bait2 and the SOI of **(d)** the sequence of the proximal J<sub>α</sub> region or **(e)** the sequences containing *Trav3-4*, *Trav12-4*, *Trav17*, *Trav19*, or *Trdv2-2*, respectively. The third points represent the five V<sub>α</sub> genes or the proximal J<sub>α</sub> region. The green bars represent the enrichment of the given third site in bait-SOI co-occurrence, and the gray bars represent the enrichment of the given third site in bait contacts without SOI. The data represent mean ±s.d.

**a**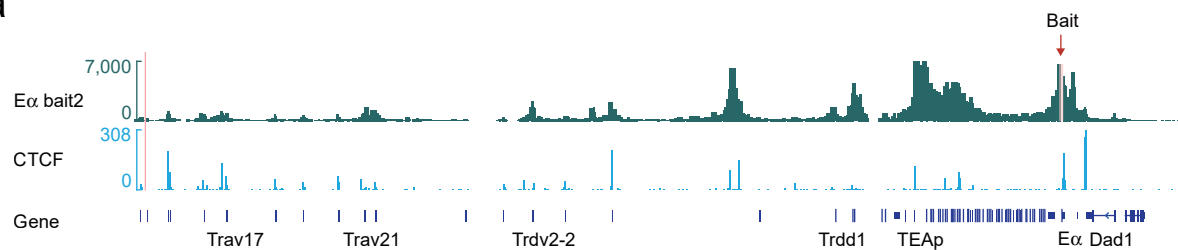**b**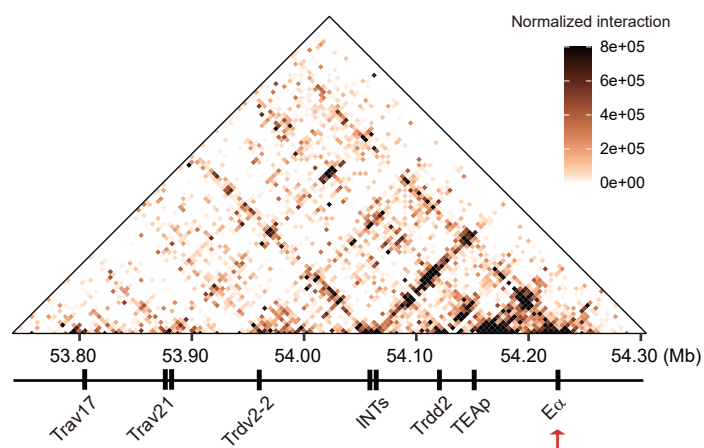**c**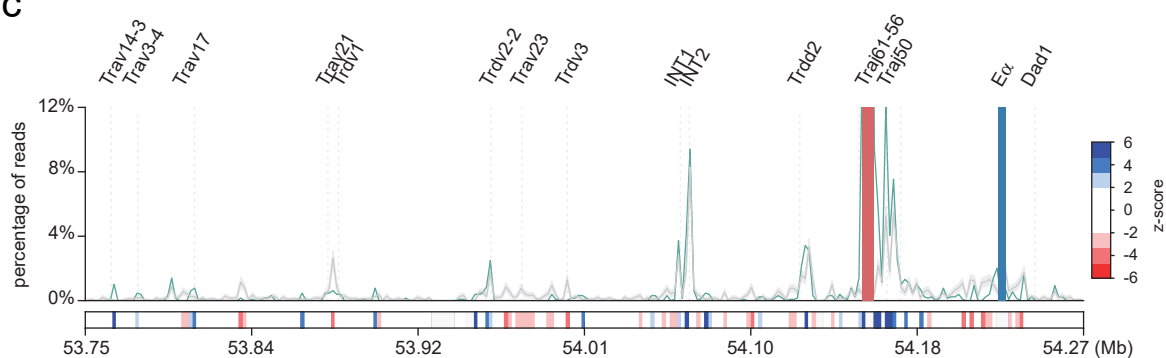**d**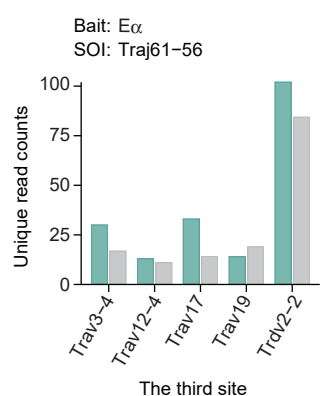**e**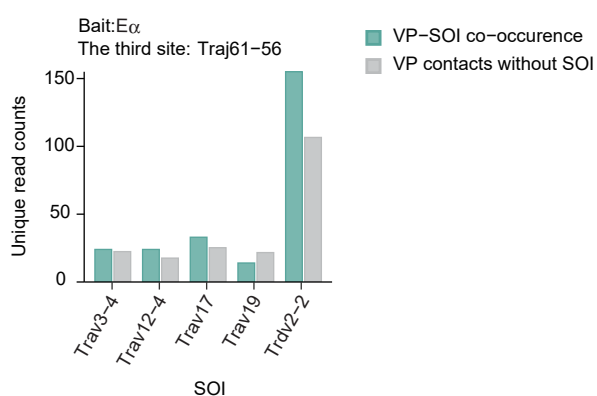

**Figure S5 The proximal  $J_\alpha$  region is disfavored in contacts with the combination of the  $E_\alpha$  bait and SOIs of V genes.**

**a)** Bait-SOI plots displaying the co-occurrence contacts of sequences in the locus with the combination of the  $E_\alpha$  bait and the SOIs of  $V_\alpha$  genes. The green line represents the observed co-occurrence frequency of sequences, and the gray line represents the expected (mean  $\pm$  s.d.) co-occurrence frequency of sequences across the locus.

**b)** Heatmap showing the z-score landscape of sequences in the locus in co-occurrence contacts with the combination of the  $E_\alpha$  bait and the SOIs of V genes. Rectangles in the heatmap represent the value of z-score.

a

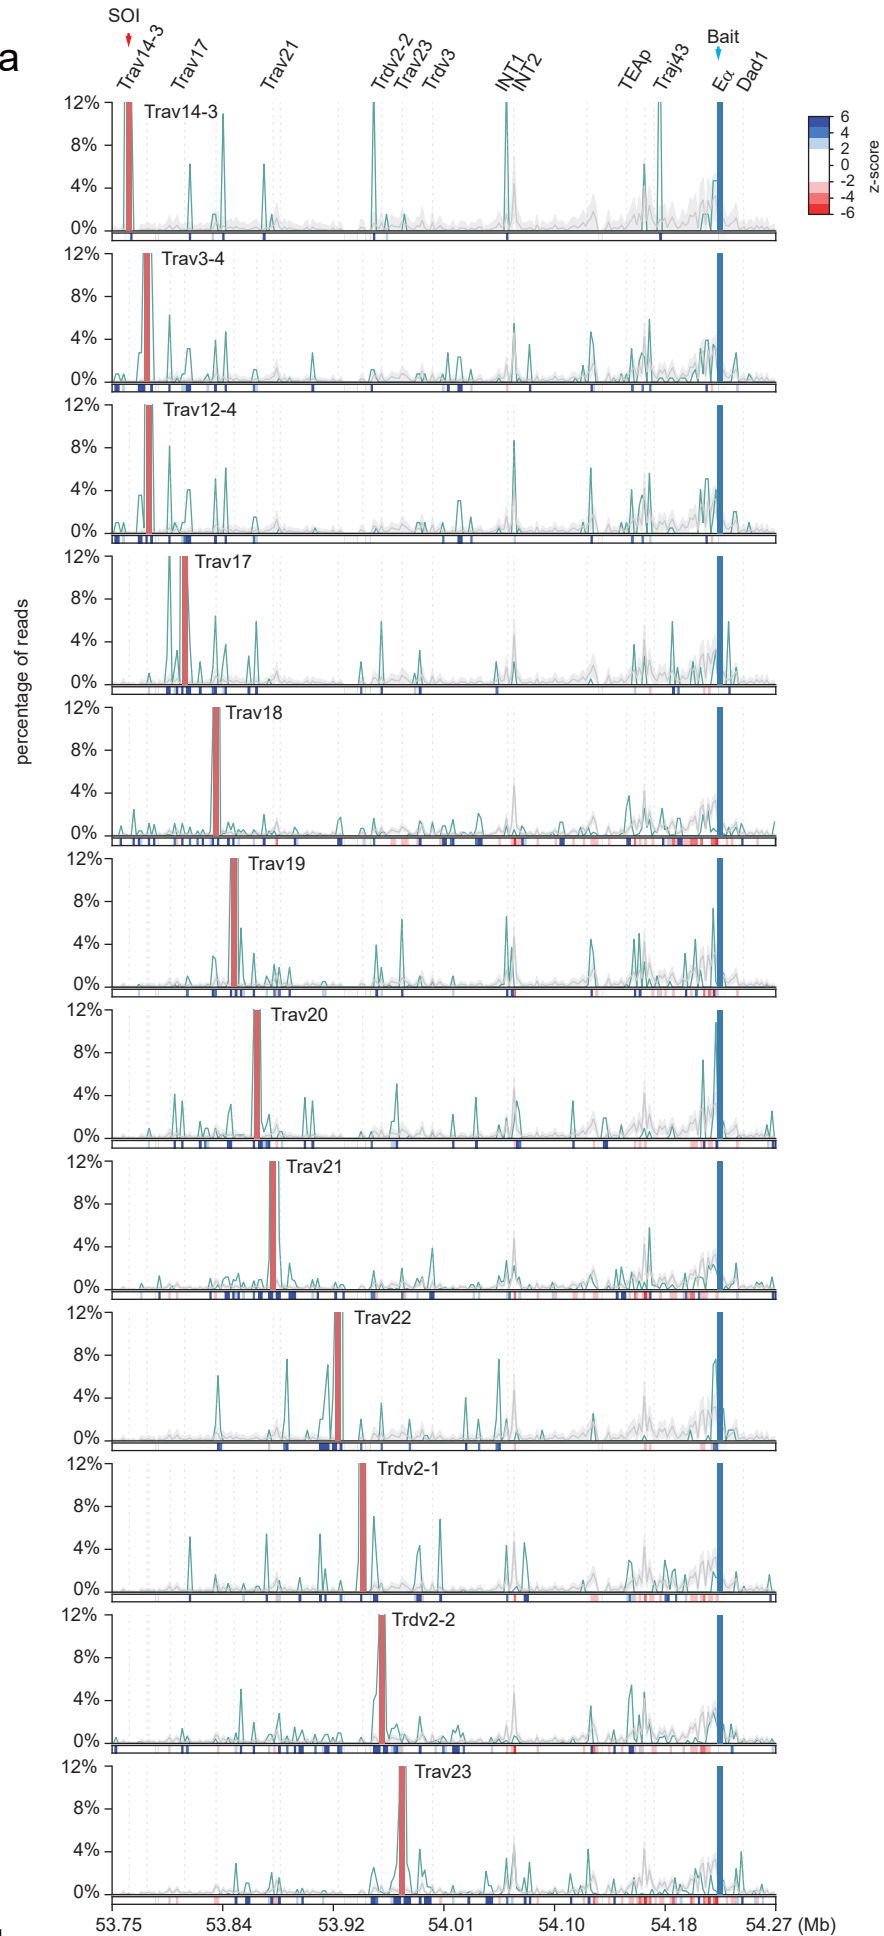

b

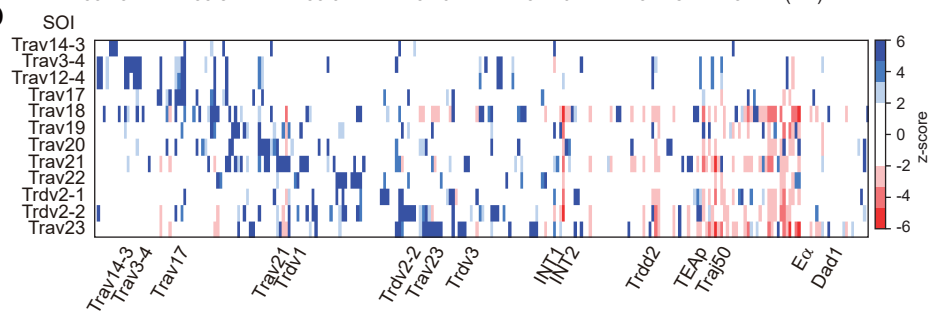

**Figure S6 Related to Figure 4b**

Bait-SOI plots displaying co-occurrence contacts of sequences in the locus with the combination of the TEAp bait and the SOIs of the V genes. The green line represents the observed co-occurrence frequency of sequences, and the gray line the expected (mean  $\pm$  s.d.) co-occurrence frequency of sequences. The z-scores are shown in the bottom rectangles, with dark blue indicating significant enrichment and dark red indicating significant lack of a given site.

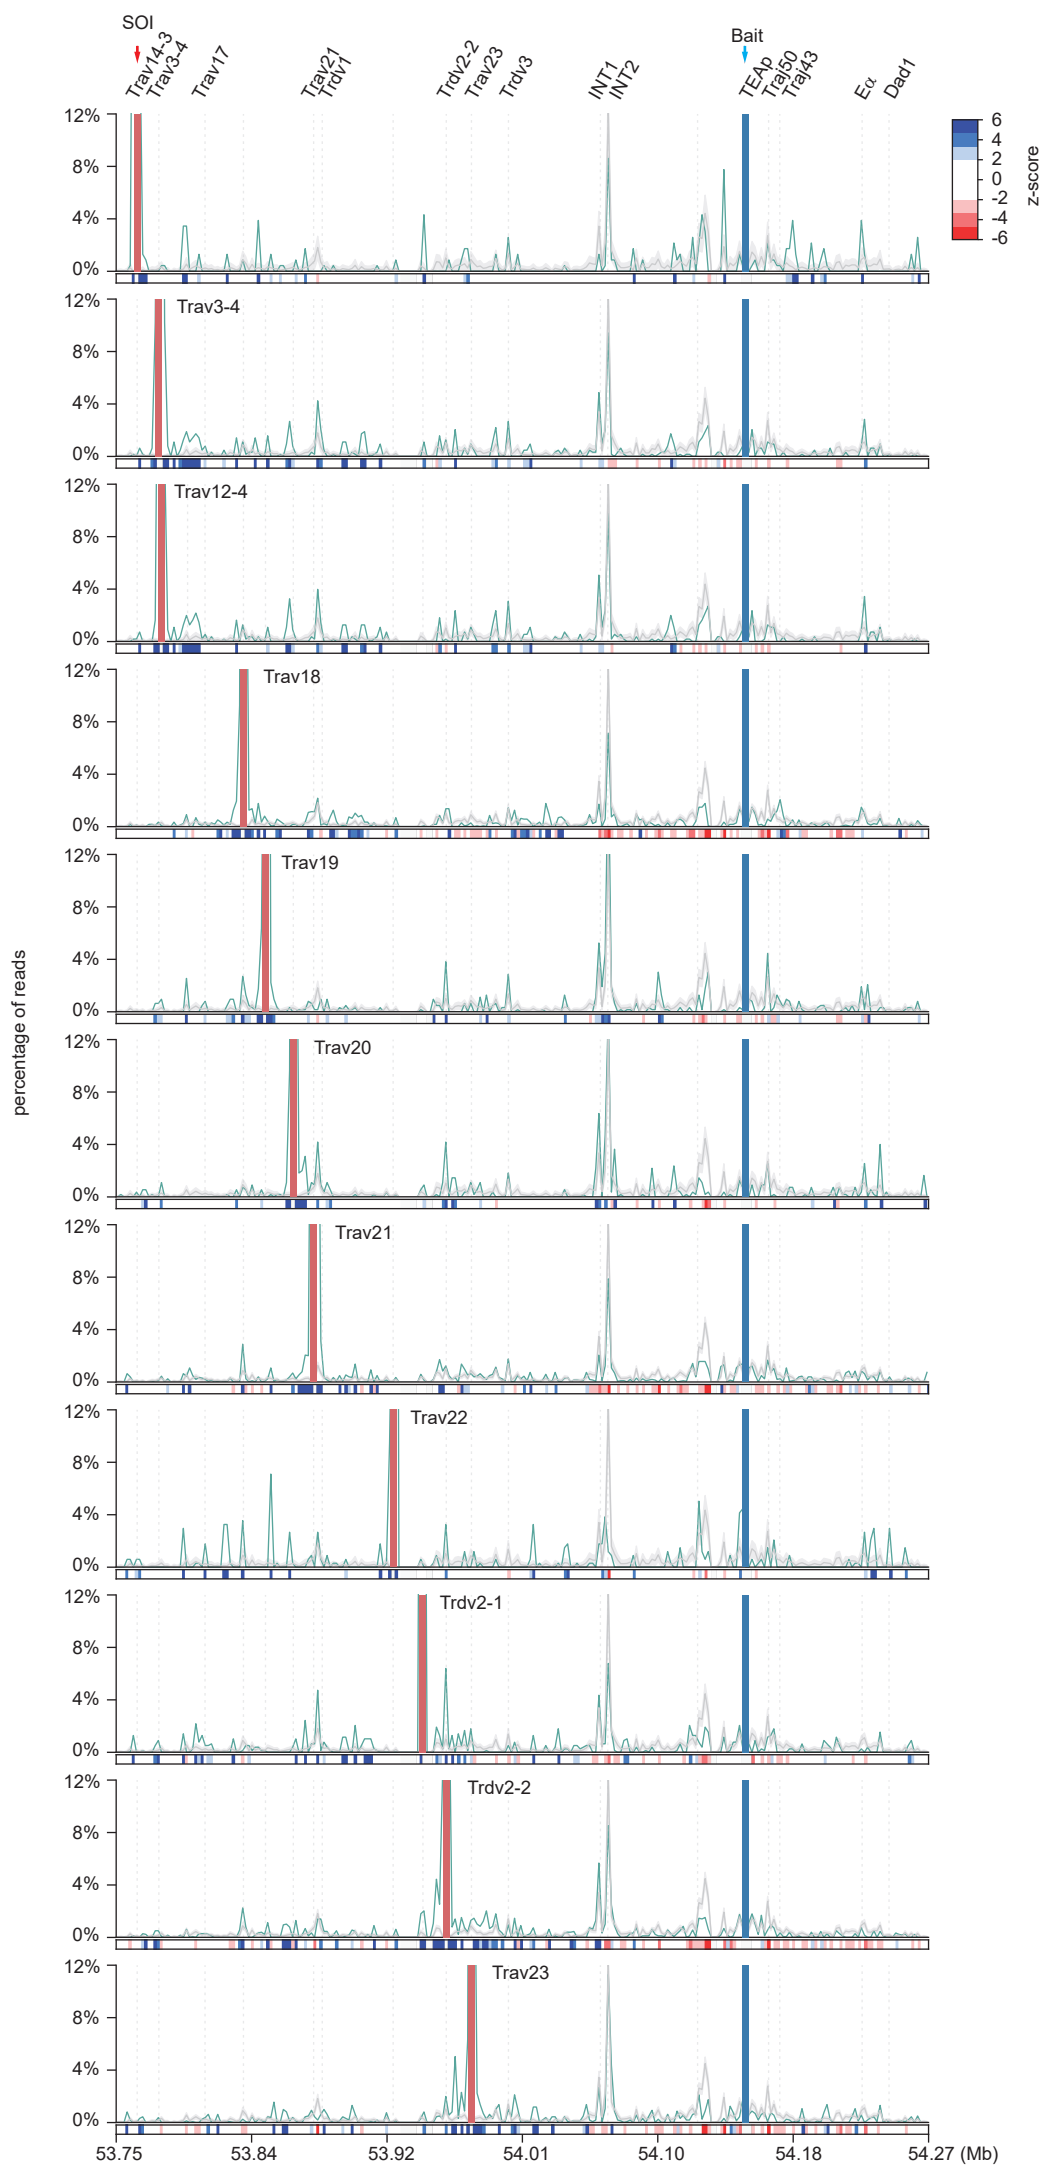

**Figure S7 Related to Figure 4f**

Bait-SOI plot displaying co-occurrence contacts of sequences in the locus with the combination of the *Trav17* bait and the SOI sliding windows (4kb bin and 2kb step) from TEAp to Traj18. The green line represents the observed co-occurrence frequency of sequences, and the gray line represents the expected (mean  $\pm$  s.d.) co-occurrence frequency of sequences.

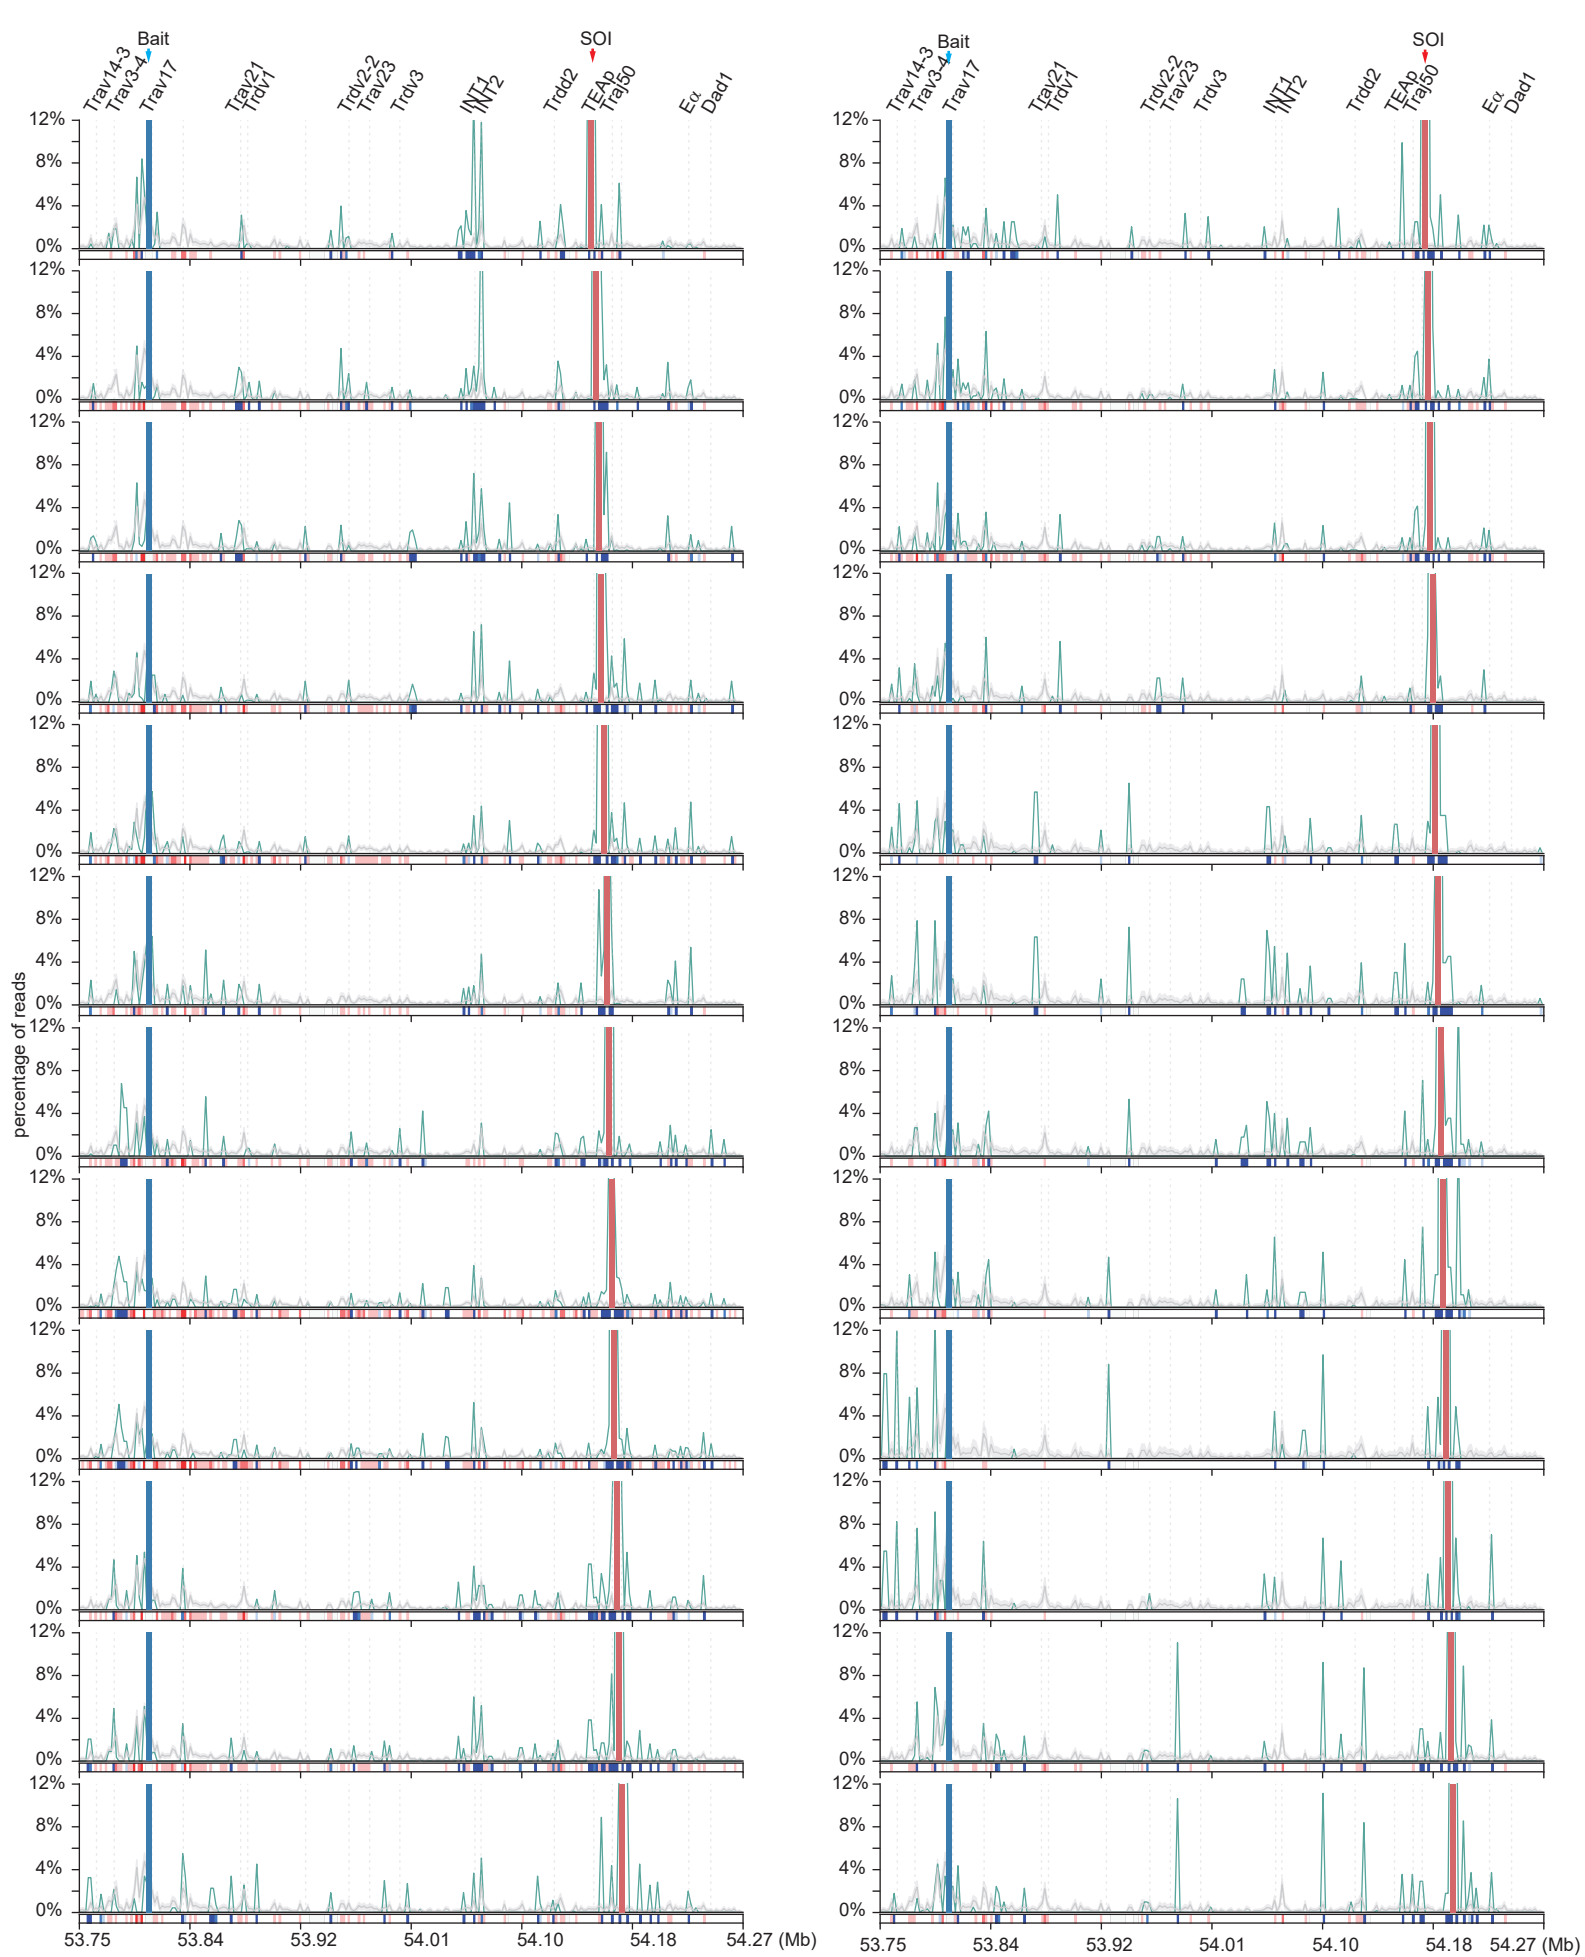

**Figure S8 Related to figure 5**

**a)** 3C-HTGTS pair-wise chromatin interactions profiles of the 3' portion of the *Tcra-Tcrd* locus in anti-CD3-induced DP thymocytes of *Rag1*<sup>-/-</sup> (WT) (teal) and EACBE<sup>-/-</sup> *Rag1*<sup>-/-</sup> (KO) (red) mice. Bait: *Trav17* or TEAp. Normalized CTCF, Rad21 and Nipbl ChIP-seq profiles in DP cells are displayed below.

**b)** Line plot displaying significant differences in pairwise chromatin interactions. The 4C-ker program was used for statistical analysis. Bait: *Trav17* (top) or TEAp (bottom). The analysis was performed with three independent experimental replicates. Filled circles in the line plot highlight interactions with statistically significant differences ( $P < 0.05$ ).

**c)** Heatmap (Left) and subtraction heatmap (right) showing three-way contacts in the *Trav17* bait in anti-CD3-induced DP thymocytes of *Rag1*<sup>-/-</sup> (WT) and EACBE<sup>-/-</sup> *Rag1*<sup>-/-</sup> (KO) mice. Statistically significant different interactions are highlighted with black circles ( $P < 0.001$ ). Gene annotation is shown below the heatmaps. Resolution: 5kb; Coordinates(mm10): chr14:53740000-54300000.

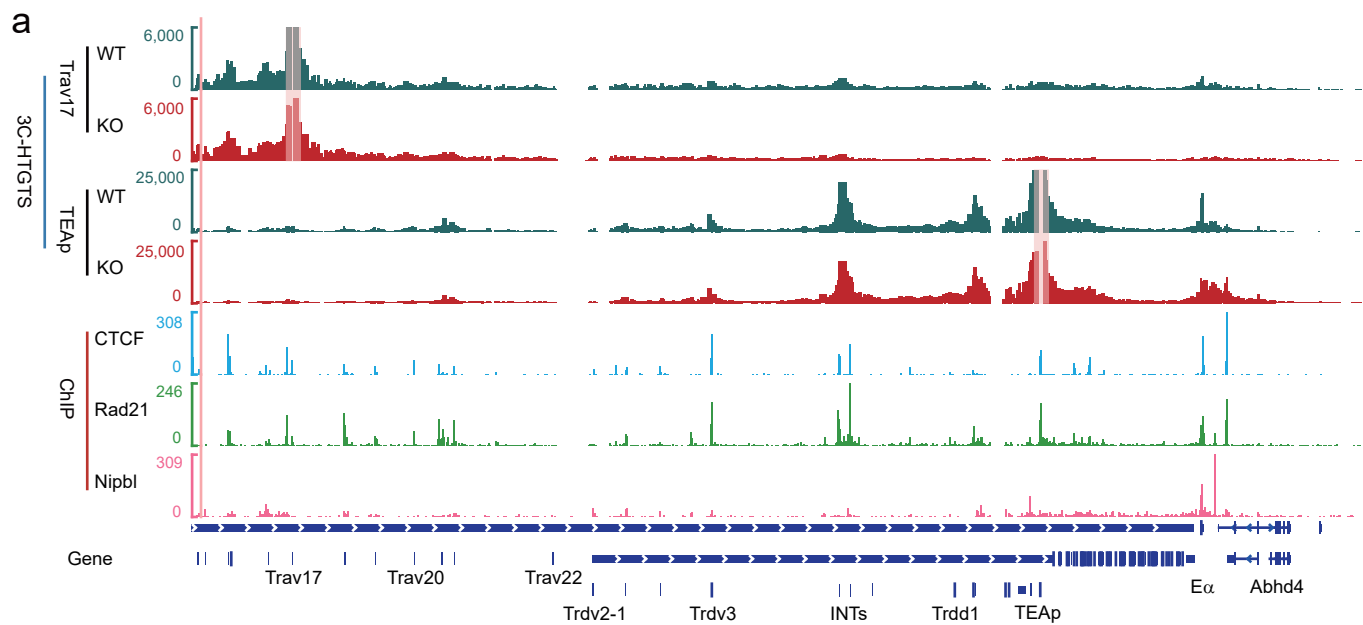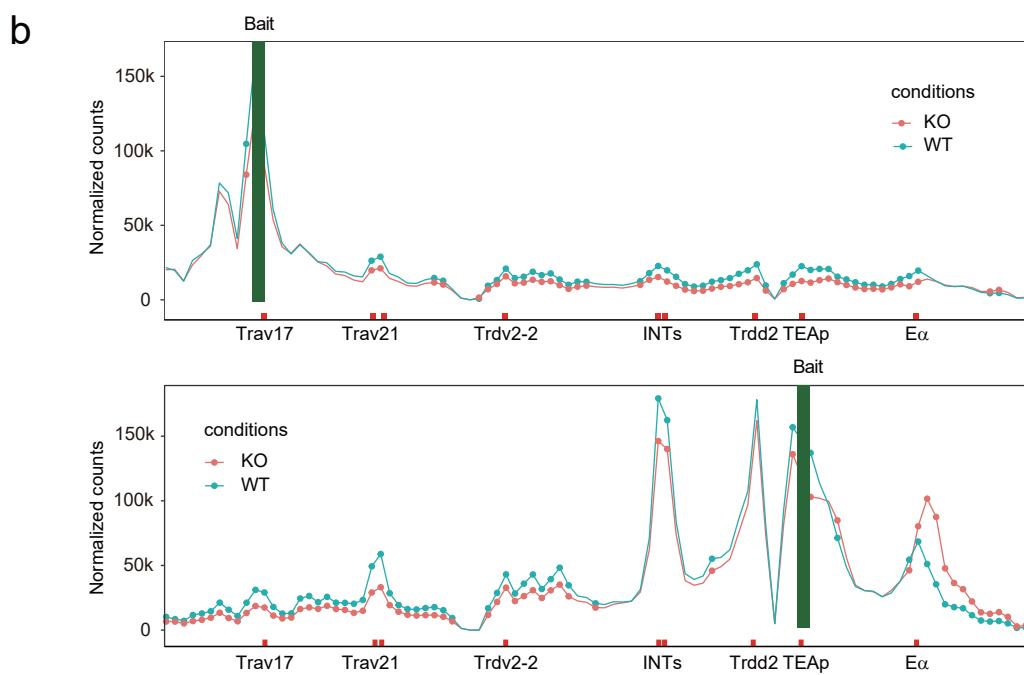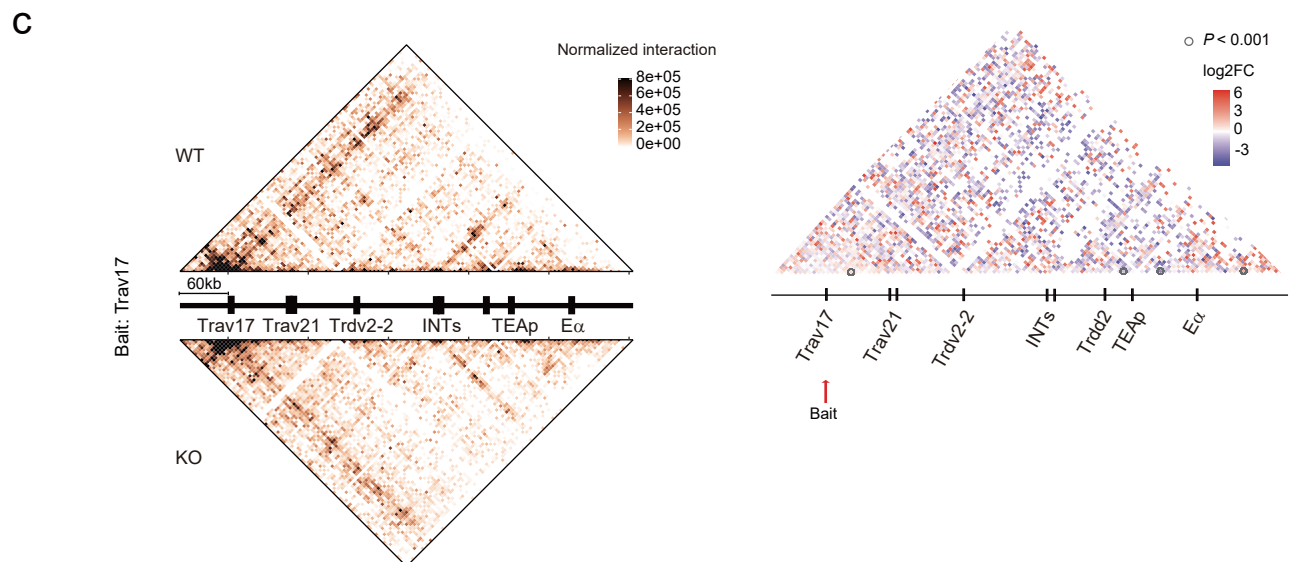

**Supplement:** gkad641_Supplemental_File

How the deposited data were processed for this re-analysis (not part of the article)

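Chromosome conformation was measured by 3C-HTGTS in DP thymocytes of *Rag1*-/- mice, with (WT) and without EACBE, and in liver cells, in 33 libraries of 13 conditions that differ in cell type, genotype and bait. The baits E_α_, TEAp, INT2 and *Trav17*–CBE2 have 3 libraries of DP thymocytes and 2 of liver cells, *Trdd2* has 3 of DP thymocytes, the second E_α_ bait has 1, and EACBE-/- cells have 3 each for E_α_, TEAp and *Trav17*–CBE2. The authors trimmed, merged and aligned the reads and kept those with at least 2 fragments after the bait. Their deposited counts are the number of reads per pair of 5 kb bins, without normalization. Their deposited reads give 1 line per read with its first 2 fragments after the bait on chromosome 14. For the liver libraries the counts per pair of bins alone were used, and for *Trdd2* the reads alone. The authors also scaled these counts to a signal of 1000000 interactions and divided it by a whole number for each bin, and the deposited signal values were not used here. The counts were checked against the reads, binned again, where both were held. This was not done for the INT2 libraries of DP thymocytes, and their distinct pairs were not counted.

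The region of analysis was 53740001 to 54300000 of chromosome 14, the span of the paper's maps. Bait primers and genes were located in the mm10 sequence and annotation. INT1, INT2, TEAp, E_α_ and the *Traj61*–*Traj56* region were placed from the paper's drawings, so their windows are inferred. Bin pairs were compared between groups with edgeR 4.0.16 (quasi-likelihood test, library size equal to the total of the region) in R 4.3.3, for bin pairs with at least 10 counts summed over the libraries compared, each bait alone. A Benjamini-Hochberg adjusted p under 0.05 was the threshold, and for EACBE-/- against WT bin pairs at an unadjusted p under 0.001 were counted as well. Shares of classes of pairs were compared with exact permutation tests, for which the smallest p is 0.1. Stripes were measured against control stripes, and element pairs against the mean count at the same distance. Bait–SOI co-occurrence used the paper's scheme of 1000 draws and 4 kb windows, with libraries pooled and each library also alone. The draws do not correct for distance from the SOI. A site was called favored at a z-score of 2 or more and disfavored at -2 or less, thresholds set here because the paper states none. A fragment was counted in a window by its midpoint, so the *Trav17* SOI does not count the fragment of the *Trav17*–CBE2 bait, which its window overlaps at 1 end. Between genotypes, the log2 ratio of a site's share with and without the SOI was compared with a pseudocount of 0.5. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

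The alternatives chosen before the data were examined were TMM normalization, DESeq2 1.42.0, no filter on counts, leaving out pairs within a single bin, leaving out each library in turn, a replicate block, an expected count from the product of the totals of the bins, 10 kb bins, log2 counts, control stripes 10 to 25 kb away, windows of 2 and 6 kb, both fragments anywhere on chromosome 14, each distinct pair counted once for the shares and for bait–SOI co-occurrence, and a pseudocount of 1. Chosen afterwards were distinct pairs for the tests of bin pairs, for element pairs and for the comparison of genotypes in bait–SOI co-occurrence, reads thinned to the number of distinct pairs, the replicate block for the shares and for bait–SOI co-occurrence, shares without pairs with a fragment downstream of E_α_, and leaving out each library for element pairs. The 4 kb tiles and the regional sites (the proximal V region, INT2 to E_α_ and *Traj61*–*Traj56*) were also added after the data were seen. Named bin pairs are those of elements the paper names and, for each comparison and bait, up to 3 with the largest absolute log2 fold change among those past the threshold whose groups do not overlap.

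The median depth of the DP WT libraries in the region was 18606 reads for E_α_, 66542 for TEAp, 16686 for *Trav17*–CBE2 and 159846 for INT2. The median was 9354, 51035 and 13114 for E_α_, TEAp and *Trav17*–CBE2 in EACBE-/- cells. In the liver libraries of E_α_, a count of 3 is 0.412% and 0.739% of the contacts. In simulated counts at these depths, 200 bin pairs were changed by a log2 fold change of 2. The test of EACBE-/- against WT recovered 10% of them for E_α_, 31% for TEAp and 0% for *Trav17*–CBE2. That of DP thymocytes against liver cells recovered 1%, 4% and 0%, and 18% for INT2. On simulated reads, bait–SOI co-occurrence called 1.94% of the windows where none was changed. Both fragments of a simulated read were drawn independently, with no copies and no dependence on distance. The 1.94% is therefore not the rate of false calls in the real reads. With 20 windows made 3 times as frequent, 18 of them were favored and 8 unchanged windows were disfavored. Pairwise 3C-HTGTS, ATAC and CTCF profiles were not analysed here.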

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

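Of the alternatives in this part, distinct pairs for bin pairs, element pairs and the comparison of genotypes, thinned reads, the replicate block for the shares, and shares without pairs with a fragment downstream of E_α_ were chosen only after the results were seen. For the values below, the cause was not tested unless stated.

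Bin pairs past the adjusted p of 0.05, EACBE-/- against WT, numbered 11 for E_α_, 40 for TEAp and 1 for *Trav17*. For E_α_ there were 6 with TMM normalization, 20 with DESeq2, 5 with no filter, 7 without pairs within a single bin, 6 with a replicate block and 17 with each distinct pair counted once, and for TEAp 102 with DESeq2 and 72 with distinct pairs. For *Trav17* there were 5 with DESeq2, and 0 with TMM, without pairs within a single bin, with the block and with distinct pairs, where 46 to 169 had an unadjusted p under 0.05. At an unadjusted p under 0.001, *Trav17* had 1 without pairs within a single bin and 1 with the block. Leaving out each library in turn gave 2 to 8 for E_α_, 20 to 52 for TEAp and 0 to 2 for *Trav17*, and 7 to 12, 33 to 54 and 2 to 5 at an unadjusted p under 0.001. The fits with 0 for *Trav17* had 94 to 133 at an unadjusted p under 0.05. Of the calls, 6 of 6 with TMM and 11 of 20 with DESeq2 were shared with the first analysis for E_α_, and 39 of 43 and 37 of 102 for TEAp. The median log2 fold change of tested bin pairs was -0.69 for E_α_, -0.16 for TEAp and -0.34 for *Trav17*, and with DESeq2 -0.64, -0.14 and -0.27.

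For DP thymocytes against liver cells, 20 bin pairs passed for E_α_, 64 for TEAp, 23 for *Trav17* and 100 for INT2. TMM gave 68, 136 and 37 for E_α_, TEAp and *Trav17*, DESeq2 92 and 135 for E_α_ and TEAp, and the block 11, 6, 4 and 55. The block holds DP replicates 1 and 2 alone, and the same libraries without it gave 14 for E_α_, 1 higher and 14 lower for TEAp, 0 for *Trav17* (41 at an unadjusted p under 0.05), and 71 higher and 8 lower for INT2. Leaving out each DP library gave 0 to 14, 0 to 15, 0 to 13 and 0 to 98. Leaving out a liver library leaves 1 sample, so no edgeR fit was run and the shares have a value with no test. For E_α_, TEAp and *Trav17* most calls were lower in DP thymocytes with library totals and higher with TMM and DESeq2, while for INT2 most were higher with library totals and TMM, and 44 were higher and 44 lower with DESeq2. The median log2 fold change for E_α_ was 4.89 with library totals, 4.93 with TMM and 1.73 with DESeq2, and so did not follow this turn. The liver libraries of E_α_ held 728 and 406 reads for 1521 tested bin pairs. This median therefore rests on pairs with few or no liver reads and does not give the size of a change.

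The replicate numbers did not pair the libraries, with correlations of residuals between same numbers of -0.119, -0.0519 and -0.105 for E_α_, 0.0090 to 0.0390 for TEAp and -0.0664 to 0.0408 for *Trav17*, and of -0.0319 to 0.0478 between DP and liver libraries. With the block, the differences in shares between genotypes were the same and the smallest p was 0.25.

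Without pairs within a single bin, the differences in shares moved to -12.9, 12.2 and 2.36 points for E_α_ in EACBE-/- against WT, to -3.05 (INTs with V) and 11.0 (across E_α_) for TEAp, and in DP against liver to 1.98, 1.25 and 1.06, and reversed to -6.77 for INT2. The mean correlations of replicates moved to 0.792 for E_α_, 0.909 for TEAp and 0.826 for *Trav17*, and on the log2 scale to 0.488, 0.579, 0.439 and 0.593 (INT2). With distinct pairs the difference across E_α_ for TEAp moved to 9.01. Without pairs with a fragment downstream of E_α_, the differences in pairs upstream of TEAp moved to -8.92 for E_α_ and -3.46 for TEAp, and that of INTs with V for TEAp to -1.64, each with genotypes that did not overlap.

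With the product of the totals of the bins, the ratios moved to 1.05, 0.782 and 0.236 for the proximal J_α_ region with INTs, *Trav21* and *Trav17*, and to 0.93, 0.732, 0.858 and 1.21 for E_α_ with INTs, *Trdv2-2*, *Trav21* and *Trav17*. With 10 kb bins, TEAp with *Trav17* and *Trav21* moved to 0.709 and 6.02, the proximal J_α_ region with *Trav17* to 1.44, and E_α_ with INTs and *Trdv2-2* to 9.11 and 2.05. Distinct pairs moved E_α_ with *Trav17* to 3.24. Control stripes 10 to 25 kb away moved the upstream and downstream ratios to 6.69 and 7.01 (E_α_), 9.80 and 12.2 (TEAp), 3.17 and 9.08 (*Trav17*), and 131 and 156 (INT2).

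With both fragments anywhere on chromosome 14, the V region with E_α_ and *Traj61* weakened to -1.65, INT2 with TEAp and E_α_ strengthened to 2.91, and INT2 with E_α_ and *Traj56* reversed to 2.11. With distinct pairs, INT2 weakened to 0.111 with *Trdd2* and E_α_, to -1.71 with TEAp and *Trav17* and to -0.714 with *Trdd2* and *Trdv2-2*, INT1 with *Trav17* and TEAp weakened to 1.46, and *Trav19* reversed to -0.531 as a site and -0.629 as the SOI. Thinned reads reversed INT2 to -2.13 with TEAp and E_α_ and to -1.13 with TEAp and *Trdd2*, and weakened it to -1.79 with *Trdd2* and *Trdv2-2*. With 2 kb windows, *Trav19* reversed to -0.612 and *Trdv2-2* with bait2 to -0.864. Leaving out each library gave -4.21 to 5.09 for INT2 with TEAp and E_α_, -1.40 to 7.00 with TEAp and *Trdd2*, -8.32 to -1.30 with *Trdd2* and *Trdv2-2*, and -1.31 to 31.1 for INT1 with *Trav17* and TEAp. For *Trav19* it gave -0.738 to 4.14 as a site and -0.946 to 3.62 as the SOI, and for *Trav12-4* as the SOI -0.0086 to 4.31. In EACBE-/- cells with *Traj61*, *Trav3-4* reversed to -0.595 with 2 kb windows and to -0.678 with thinned reads, and *Trav12-4* to -0.701 with thinned reads, and leaving out each library gave -0.931 to 4.01 and -0.879 to 4.48. For TEAp with E_α_ it gave -0.561 to 9.92 with *Trav18*, -0.0343 to 9.00 with *Trdv3*, 1.04 to 7.75 with *Trdv1* and 1.24 to 3.29 with *Trav21*.

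Among the 28 named bin pairs, 201 of 284 alternatives gave the same result, 76 were weaker and 7 stronger. Among the other 35 z-scores, 47 of 250 alternatives were weaker, 8 stronger and 15 reversed. Depth limits what can be seen in the liver libraries, where 3 counts are up to 0.739% of the contacts.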

Differences from the paper's values

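For the number of reads with E_α_, the *Traj61*–*Traj56* SOI and *Trav3-4*, the paper's median is about 8 in Fig. 3C, read by eye, and the median here was 3. Of the alternatives set before the data were examined, 6 kb windows (9) closed this gap. Leaving out replicate 1 gave 3.5, hardly nearer, and the paper's value is then within the larger SD (4.95) of the 2 libraries left. Leaving out replicate 2 gave 5, nearer but outside its SD (2.83). The gap also stayed with 2 kb windows, both fragments anywhere on chromosome 14, each distinct pair counted once and leaving out replicate 3. In Fig. 3D the paper's median for *Trav3-4* is about 8, read by eye, against 3 here, with the same values without replicate 1, within the SD of the 2 libraries left, and without replicate 2, outside it. The gap stayed with both fragments anywhere on chromosome 14, distinct pairs and leaving out replicate 3. For *Trdv2-2* in Fig. 3D, the paper's median is about 36, read by eye, against 20 here. Leaving out replicate 2 (26) or replicate 3 (30) brought the median nearer. The paper's value was then within the SD of the 2 libraries left (19.8 and 14.1). The gap stayed with both fragments anywhere on chromosome 14, distinct pairs and leaving out replicate 1. In Fig. 3C the paper's median for *Trdv2-2* is about 18, read by eye, near the 20 here. The count here treats the SOI and the third site alike, so it is the same for both panels and cannot match both. The paper's counts, of unique reads, may be another measure.

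The paper states that INT2 is disfavored with TEAp and E_α_ and with *Trdd2* and E_α_. The z-scores here were 0.37 and 6.30. For TEAp and E_α_, leaving out replicate 1 gave -4.21, which is disfavored, and so did reads thinned to the number of distinct pairs (-2.13), an alternative chosen after seeing the values. For *Trdd2* and E_α_ no alternative gave a z-score of -2 or less. The paper states that CBEs beside several V genes, *Trav17* among them, are favored with E_α_ and *Traj61*. No read was seen here in the 4 kb window centered on *Trav17* (z-score -2.10), and no alternative gave 2 or more. This window does not count the fragment of *Trav17*–CBE2, so its value does not test flanking sites outside it.

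With V genes as SOIs and the E_α_ bait, the paper names *Trav3-4*, *Trav12-4*, *Trav17* and *Trav19* among those that favor the J_α_ region just downstream of TEAp. With *Traj61* the z-scores here were -0.23, 1.31, -1.96 and -0.98. For *Trav12-4*, 6 kb windows (3.01), each distinct pair counted once (2.42) and leaving out 1 library (2.37) gave a favored call, and for the others no alternative did. With the wider *Traj61*–*Traj56* region, *Trav12-4* and *Trav19* were favored (2.46 and 2.17), *Trav17* had 1.85, and 2.62 with both fragments anywhere on chromosome 14, and *Trav3-4* had -0.90, with no alternative at 2 or more. TEAp itself, which the paper sets apart, was favored with 4 of the 14 V-gene SOIs, *Trav18* (7.92), *Trdv3* (6.57), *Trdv1* (5.74) and *Trav21* (2.53), of which *Trav18* is among those the paper lists. With each distinct pair counted once it was favored with 0, and without replicate 1 these were -0.56, -0.03, 1.04 and 1.24. For *Trav21*, 2 kb (0.16) and 6 kb windows (1.27) and leaving out replicate 3 (1.33) were not favored either. The windows of TEAp and *Traj61* overlap, so the same reads can stand behind both calls. With E_α_ and *Traj61* in EACBE-/- cells, the paper names *Trdv2-2* and *Trav23* as the V genes with favored contacts. *Trav3-4* (2.37) and *Trav12-4* (2.81) passed here as well, on the same 4 reads in overlapping windows, and neither did without replicate 1 or with distinct pairs, nor *Trav3-4* with 2 kb (-0.60) or 6 kb windows (1.89).

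The paper describes contacts of TEAp with *Trav17* from E_α_. The count was 0 here with 5 kb bins, and the ratio to the mean at the same distance was 0.709 with 10 kb bins. The paper calls the loss of INTs–*Trav21* contacts from the TEAp bait in EACBE-/- cells statistically significant. The share of these contacts was lower here too, at the smallest exact p possible, but no bin pair of *Trav21* passed an adjusted p of 0.05 with edgeR, and the pair that did lies in the bin of *Trdv1*. For *Trav21*, the pair with the smallest p had an adjusted p of 0.228, 0.0527 with DESeq2, and 0.0359 with each distinct pair counted once, an alternative chosen after seeing the values. Another of its pairs had 0.0319 with 1 library left out. *Trav14-3* is the SOI the paper excepts from the change at INT2 with TEAp. INT2 was disfavored with it here (z-score -2.11), and not with 2 kb windows (-1.32), with both fragments anywhere on chromosome 14 (-1.15), or with each distinct pair counted once (0.65). Leaving out 1 library gave -2.84 to -0.57.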

Other observations

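Of the tests in this part, the share of windows past the threshold among distinct pairs, the thinning of reads to the number of distinct pairs and the tests on the bin downstream of E_α_ were chosen only after the results were seen.

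In the comparison of EACBE-/- with WT libraries, 1 of the 10 splits of the 6 libraries, the real one, gave as many bin pairs at an unadjusted p under 0.001 for the E_α_ bait (13, against 4 in the largest other split), 1 of 10 for TEAp (50 against 3) and 1 of 10 for *Trav17* (4 against 3). With 10 splits the share is never under 0.1, so on this share alone these counts and a grouping by chance cannot be told apart. At an adjusted p under 0.05 the counts were 11 for E_α_ and 40 for TEAp, against 1 in the largest other split of each. For *Trav17* the real split is barely above the others. Among the bin pairs past an adjusted p of 0.05, the libraries of the genotypes did not overlap in 10 of 11 for E_α_, 40 of 40 for TEAp and 1 of 1 for *Trav17*, and among all tested bin pairs in 14.0%, 15.2% and 9.40%, where chance gives 10%.

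Reads that are copies of 1 ligation product count separately in the draws of bait–SOI co-occurrence and narrow their spread. Counting each distinct pair once may also merge separate products that align alike, so the calls lost need not all come from copies. Of 997 calls in the pooled reads, 618 (62.0%) were lost with each distinct pair counted once, so copies may account for many of the calls. Reads thinned to the same number lost 486 (48.7%), so fewer reads account for much of this loss. Copies do not account for all calls, since 22.4% of the 1846 windows were past the threshold with each distinct pair counted once, where a normal z-score gives 4.55%.

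In EACBE-/- cells, 8 of 10 higher bin pairs with the E_α_ bait and 24 of 34 with the TEAp bait had a fragment in the bin from 54235001 to 54240000, at the 3′ part of *Dad1*. With each distinct pair counted once, 8 and 22 of them kept an adjusted p under 0.05, which argues against copies as the cause. The bin's share of all contacts was 9.67 ± 1.09% in EACBE-/- and 3.34 ± 0.163% in WT libraries for E_α_ and 8.48 ± 0.639% and 2.55 ± 0.319% for TEAp (SD, n = 3 each, exact two-sided permutation tests, p = 0.1, the smallest possible). For the *Trav17* bait it was 2.46 ± 0.106% and 1.51 ± 0.193% (SD, n = 3 each, exact two-sided permutation test, p = 0.1, the smallest possible), with 0 of the 55 tested bin pairs of this bin past the threshold. Loss of EACBE may let E_α_ and TEAp reach a contact site in this bin. The bin was found and tested on the same data, and other technical explanations and the biological one were not tested.

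The share of contacts of the proximal J_α_ with the proximal V region from E_α_ was lower in liver cells, whose libraries are shallow. In 0.0% of 1000 draws that thinned the DP libraries to the mean depth of the liver libraries was the mean share as low as in liver cells (lowest draw 0.647%), which argues against counting error at this depth. The draws treat reads as independent, and the copies per ligation product in the liver libraries are not known, so a lower effective depth stays open. The difference in cell type stays open, as do differences between library preparations.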
